# Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes

**DOI:** 10.1038/s41467-021-26166-2

**Published:** 2021-10-07

**Authors:** Grégoire Vernaz, Milan Malinsky, Hannes Svardal, Mingliu Du, Alexandra M. Tyers, M. Emília Santos, Richard Durbin, Martin J. Genner, George F. Turner, Eric A. Miska

**Keywords:** Evolutionary genetics, Molecular evolution, Epigenomics, DNA sequencing

## Abstract

Epigenetic variation modulates gene expression and can be heritable. However, knowledge of the contribution of epigenetic divergence to adaptive diversification in nature remains limited. The massive evolutionary radiation of Lake Malawi cichlid fishes displaying extensive phenotypic diversity despite extremely low sequence divergence is an excellent system to study the epigenomic contribution to adaptation. Here, we present a comparative genome-wide methylome and transcriptome study, focussing on liver and muscle tissues in phenotypically divergent cichlid species. In both tissues we find substantial methylome divergence among species. Differentially methylated regions (DMR), enriched in evolutionary young transposons, are associated with transcription changes of ecologically-relevant genes related to energy expenditure and lipid metabolism, pointing to a link between dietary ecology and methylome divergence. Unexpectedly, half of all species-specific DMRs are shared across tissues and are enriched in developmental genes, likely reflecting distinct epigenetic developmental programmes. Our study reveals substantial methylome divergence in closely-related cichlid fishes and represents a resource to study the role of epigenetics in species diversification.

## Abstract (web summary)

The Lake Malawi cichlid fishes are an example of extreme vertebrate radiation; however, there is very little sequence divergence among the species. Here the authors present a comparative genome-wide methylome study to suggest DNA methylation played a major role in the extensive phenotypic diversity amongst these fishes.

## Introduction

Trait inheritance and phenotypic diversification are primarily explained by the transmission of genetic information encoded in the DNA sequence. In addition, a variety of epigenetic processes have recently been reported to mediate heritable transmission of phenotypes in animals and plants^1–7^. However, the current understanding of the evolutionary significance of epigenetic processes, and of their roles in organismal diversification, is in its infancy.

DNA methylation, or the covalent addition of a methyl group onto the 5th carbon of cytosine (mC) in DNA, is a reversible epigenetic mark present across multiple kingdoms^8–10^, can be heritable, and has been linked to transmission of acquired phenotypes in plants and animals^2,5,6,11–13^. The importance of this mechanism is underlined by the fact that proteins involved in the deposition of mC (‘writers’, DNA methyltransferases [DNMTs]), in mC maintenance during cell division, and in the removal of mC (‘erasers’, ten-eleven translocation methylcytosine dioxygenases [TETs]), are mostly essential and show high degrees of conservation across vertebrates species^14–17^. In addition, some ancestral functions of methylated cytosines are highly conserved, such as in the transcriptional silencing of exogenous genomic elements (transposons)^18,19^. In vertebrates, DNA methylation functions have evolved to play an important role in the orchestration of cell differentiation during normal embryogenesis/development through complex interactions with histone post-translational modifications (DNA accessibility) and mC-sensitive readers (such as transcription factors)^19–25^, in particular at *cis*-regulatory regions (i.e., promoters, enhancers). Early-life establishment of stable DNA methylation patterns can thus affect transcriptional activity in the embryo and persist into fully differentiated cells^26^. DNA methylation variation has also been postulated to have evolved in the context of natural selection by promoting phenotypic plasticity and thus possibly facilitating adaptation, speciation, and adaptive radiation^2,4,12,27^.

Studies in plants have revealed how covarying environmental factors and DNA methylation variation underlie stable and heritable transcriptional changes in adaptive traits^2,6,11–13,28^. Some initial evidence is also present in vertebrates^2,5,29–31^. In the cavefish, for example, an early developmental process—eye degeneration—has been shown to be mediated by DNA methylation, suggesting mC variation as an evolutionary factor generating adaptive phenotypic plasticity during development and evolution^29,32^. However, whether correlations between environmental variation and DNA methylation patterns promote phenotypic diversification more widely among natural vertebrate populations remains unknown.

In this study, we sought to quantify, map and characterise natural divergence in DNA methylation in the context of the Lake Malawi haplochromine cichlid adaptive radiation, one of the most spectacular examples of rapid vertebrate phenotypic diversification^33^. In total, the radiation comprises over 800 endemic species^34^, that are estimated to have evolved from common ancestry approximately 800,000 years ago^35^. Species within the radiation can be grouped into seven distinct ecomorphological groups based on their ecology, morphology, and genetic differences: (1) shallow benthic, (2) deep benthic, (3) deep pelagic zooplanktivorous/piscivorous *Diplotaxodon*, (4) the rock-dwelling ‛mbuna’, (5) zooplanktivorous ‛utaka’, (6) *Astatotilapia calliptera* specialised for shallow weedy habitats (also found in surrounding rivers and lakes), and (7) the midwater pelagic piscivores *Rhamphochromis*^36,37^. Recent large-scale genetic studies have revealed that the Lake Malawi cichlid flock is characterised by an overall very low genetic divergence among species (0.1−0.25%), combined with a low mutation rate, a high rate of hybridisation and extensive incomplete lineage sorting (shared retention of ancestral genetic variation across species)^34,36,38,39^. Multiple molecular mechanisms may be at work to enable such an explosive phenotypic diversification. Therefore, investigating the epigenetic mechanisms in Lake Malawi cichlids represents a remarkable opportunity to expand our comprehension of the processes underlying phenotypic diversification and adaptation.

Here we describe, quantify, and assess the divergence in liver methylomes in six cichlid species spanning five of the seven ecomorphological groups of the Lake Malawi haplochromine radiation by generating high-coverage whole-genome liver bisulfite sequencing (WGBS). We find that Lake Malawi haplochromine cichlids exhibit substantial methylome divergence, despite conserved underlying DNA sequences, and are enriched in evolutionary young transposable elements. Next, we generated whole liver transcriptome sequencing (RNAseq) in four of the six species and showed that differential transcriptional activity is significantly associated with between-species methylome divergence, most prominently in genes involved in key hepatic metabolic functions. Finally, by generating WGBS from muscle tissues in three cichlid species, we show that half of methylome divergence between species is tissue-unspecific and pertains to embryonic and developmental processes, possibly contributing to the early establishment of phenotypic diversity. This represents a comparative analysis of natural methylome variation in Lake Malawi cichlids and provides initial evidence for substantial species-specific epigenetic divergence in *cis*-regulatory regions of ecologically-relevant genes. Our study represents a resource that lays the groundwork for future epigenomic research in the context of phenotypic diversification and adaptation.

## Results

### The methylomes of Lake Malawi cichlids feature conserved vertebrate characteristics

To characterise the methylome variation and assess possible functional relationships in natural populations of Lake Malawi cichlids, we performed high-coverage whole-genome bisulfite sequencing of methylomes (WGBS) from liver tissues of six different cichlid species. Muscle methylome (WGBS) data for three of the six species were also generated to assess the extent to which methylome divergence was tissue-specific. Moreover, to examine the correlation between transcriptome and methylome divergences, total transcriptomes (RNAseq) from both liver and muscle tissues of four species were generated. Only wild-caught male specimens (2−3 biological replicates for each tissue and each species) were used for all sequencing datasets (Fig. 1a–c, Supplementary Fig. 1, Supplementary Data 1, and Supplementary Table 1). The species selected were: *Rhamphochromis longiceps* (RL), a pelagic piscivore (Rhamphochromis group); *Diplotaxodon limnothrissa* (DL), *a* deep-water pelagic carnivore (Diplotaxodon group); *Maylandia zebra* (MZ) and *Petrotilapia genalutea* (PG), two rock-dwelling algae eaters (Mbuna group); *Aulonocara stuartgranti* (AS), a benthic invertebrate-eating sand/rock-dweller that is genetically part of the deep-benthic group; *Astatotilapia calliptera* (AC), a species of rivers and lake margins^40^ (Fig. 1b).

**Fig. 1:**
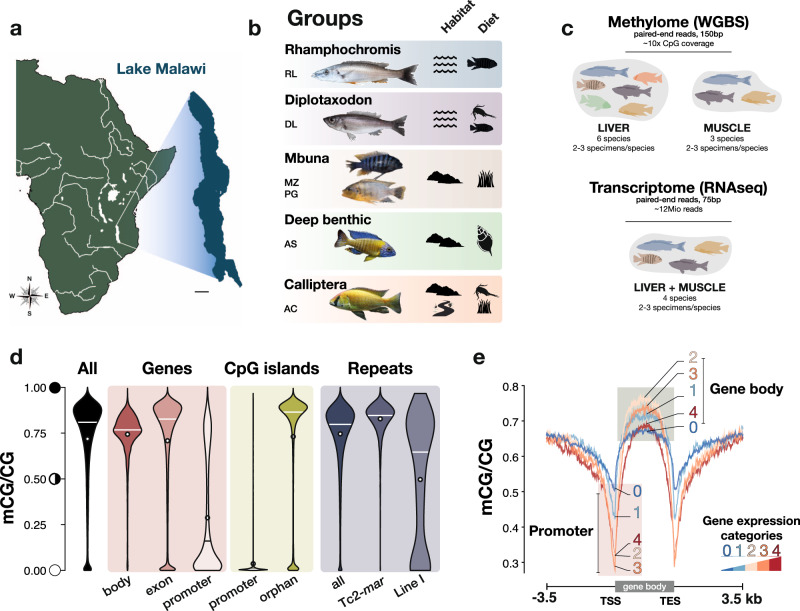
The methylome of Lake Malawi cichlids. **a** Map of Africa (main river systems are highlighted in white) and magnification of Lake Malawi (scale bar: 40 km). **b** Photographs (not to scale) of the six Lake Malawi cichlid species part of this study spanning five of the seven described eco-morphological groups. The symbols represent the different habitats (pelagic/benthic [wave symbol], rock/sand-dwelling/littoral [rock symbol] and adjacent rivers part of Lake Malawi catchment), and the type of diet (fish, fish/zooplankton, algae, invertebrates) for each group. The species representing each group are indicated by their initials (see below). **c** Diagram summarising the sampling and sequencing strategies for liver and muscle methylome (whole-genome bisulfite sequencing, WGBS) and whole transcriptome (RNAseq) datasets. See “Methods”, Supplementary Fig. 1 and Supplementary Table 1. **d** Violin plots showing the distribution of liver DNA methylation levels in CG sequence context (averaged mCG/CG levels over 50 bp-long bins genome-wide) in different genomic regions: overall, gene bodies, exons, promoter regions (TSS ± 500 bp), CpG-islands in promoters and outside (orphan) and in repeat/transposon regions. mC levels for two different repeat classes are given: DNA transposon superfamily Tc2-Mariner (*n* = 5,378) and LINE I (*n* = 407). **e** Average liver mCG profiles across genes differ depending on their transcriptional activity in liver: from non-expressed (0) to genes showing low (1), intermediate (2), high (3) and highest (4) expression levels (“Methods”). Results shown in (**d,** **e**) are for Mbuna MZ (liver, *n* = 3) and are representative of the results for all other species, and are based on average mC/C in 50 bp non-overlapping windows. *RL, Rhamphochromis longiceps; DL, Diplotaxodon limnothrissa; MZ, Maylandia zebra; PG, Petrotilapia genalutea; AS, Aulonocara stuartgranti; AC, Astatotilapia calliptera*. Credits—Fish photographs: Hannes Svardal and M. Emília Santos. Geographical map modified from www.d-maps.com/.

On average, 285.51 ± 55.6 million paired-end reads (see Supplementary Data 1) for liver and muscle methylomes were generated with WGBS, yielding ~10−15x per-sample coverage at CG dinucleotide sites (Supplementary Fig. 2a−d; see “Methods” and Supplementary Notes). 

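Bisulfite sequencing converts unmethylated cytosines and leaves methylated ones, so that the methylation of each CG site can be read from the sequence. The methylomes comprised 15 livers (3 of DL, 3 of MZ, 3 of PG, 2 of RL, 2 of AS and 2 of AC) and 6 muscles (2 each of DL, PG and RL). Over these 21 methylomes, Supplementary Data 1 gives 285.3 ± 57.0 M read pairs per methylome (mean ± SD, n = 21). The reads that the authors kept after mapping and removal of duplicates numbered between 117 and 141 M in the 8 livers of DL, PG and RL, with a median of 132 M. In the 6 muscles of the same species they numbered between 40.6 and 73.5 M, with a median of 43.1 M, so the muscles were covered less deeply than the livers. The 3 MZ livers had between 144 and 155 M kept reads, the 2 AS livers 133 and 141 M, and the 2 AC livers 45.6 and 49.1 M. Bisulfite conversion, measured by the authors on unmethylated lambda DNA, lay between 98.4% and 99.7% in the 21 methylomes.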

To account for species-specific genotype and avoid methylation biases due to species-specific single nucleotide polymorphism (SNP), WGBS reads were mapped to SNP-corrected versions of the *Maylandia zebra* reference genome (UMD2a; see Methods). Mapping rates were not significantly different among all WGBS samples (Dunn’s test with Bonferroni correction, *p* > 0.05; Supplementary Fig. 2e), reflecting the high level of conservation at the DNA sequence level across the Malawi radiation (Supplementary Fig. 3). In parallel, liver and muscle transcriptomes were generated for four species using the same specimens as used for WGBS, yielding on average 11.9 ± 0.7 million paired-end reads (mean ± sd; Fig. 1c, Supplementary Data 1 and “Methods”).

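RNA-seq measures the transcripts present in a tissue, and the tables deposited by the authors hold 23 libraries. They are livers of 3 DL, 3 MZ, 3 PG and 2 RL (fish 2 and 3), and muscles of 3 fish of each of the 4 species. The tables hold both tissues of 11 fish. Supplementary Data 1 gives 11.8 ± 0.622 M processed reads per library (mean ± SD, n = 23). Of these, kallisto assigned between 7500961 and 7762858 reads to transcripts in the DL livers (median 7656115), between 7973453 and 9361867 in the MZ livers (median 8488822), between 8266690 and 8879401 in the PG livers (median 8495509), and 6595498 and 7252106 in the RL livers. In the 12 muscles the number lay between 7408321 and 9737257, with medians of 8649839 in DL, 8170978 in MZ, 8331167 in PG and 9209069 in RL. The authors trimmed the reads, matched those of every species to the M. zebra transcriptome (UMD2a) and deposited TPM (transcripts scaled to the same total in every library) for each gene and library, without a filter on genes. TPM keeps no read counts, so the precision of a low value is unknown. Here log2(TPM + 1) was fitted with limma, with all libraries of a tissue in one fit, for genes with at least 1 TPM in at least 2 libraries. The 6 pairs of species were tested with Benjamini-Hochberg adjustment within each pair, and genes with an adjusted p under 0.01 were counted. Log2 fold changes on this scale understate the change of genes with low TPM.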

We first characterised global features of the methylome of Lake Malawi cichlids. The genome of Lake Malawi cichlid was found to have copies of DNA methyltransferases (DNMTs) and ten-eleven translocation methylcytosine dioxygenases (TETs), the ‘readers’ and ‘erasers’ of DNA methylation respectively (Supplementary Fig. 4a−c). Like that of mammals and other teleost fish, the genomes of Lake Malawi cichlids have high levels of DNA methylation genome-wide in the CG dinucleotide sequence context, consistently across all samples in both tissues analysed (Fig. 1d and Supplementary Fig. 2a−c). Gene bodies generally show higher methylation levels than the genome-wide average, while the majority of promoter regions are unmethylated (Fig. 1d). CpG islands (CGIs; i.e., CpG-rich regions—abundant in Lake Malawi cichlid genomes; Supplementary Fig. 5a−i, Supplementary Notes and Methods) are almost entirely devoid of methylation in promoters, while ‘orphan’ CGIs, residing outside promoters, are mostly highly methylated (Fig. 1d and Supplementary Fig. 5f, g). While 70% of mammalian promoters contain CGIs^41^, only 15−20% of promoters in Lake Malawi cichlids harbour CGIs (Supplementary Fig. 5d), similar to frog and zebrafish genomes^41^. Notably, orphan CGIs, which may have important *cis*-regulatory functions^42^, compose up to 80% of all predicted CGIs in Lake Malawi cichlids (Supplementary Fig. 5e). Furthermore, repetitive regions, as well as transposable elements, are particularly enriched for cytosine methylation, suggesting a methylation-mediated silencing of their transcription (Fig. 1d, Supplementary Fig. 6a−d), similar to that observed in zebrafish and other animals^8,18^. Interestingly, certain transposon families, such as LINE I and Tc2-*Mariner*, part of the DNA transposon family—the most abundant TE family predicted in Lake Malawi cichlid genome (Supplementary Fig. 6a, b, Supplementary Notes, and ref. ^38^)—have recently expanded considerably in the Mbuna genome (Supplementary Fig. 6c and refs. ^38,43^). While Tc2-*Mar* DNA transposons show the highest median methylation levels, LINE I elements have some of the lowest, yet most variable, methylation levels of all transposon families, which correlates with their evolutionary recent expansion in the genome (Fig. 1d, e and Supplementary Fig. 6d, e). Finally, transcriptional activity in liver and muscle tissues of Lake Malawi cichlids was negatively correlated with methylation in promoter regions (Spearman’s correlation test, *ρ* = −0.40, *p* < 0.002), while being weakly positively correlated with methylation in gene bodies (*ρ* = 0.1, *p* < 0.002; Fig. 1e and Supplementary Fig. 7a−d and Supplementary Table 2). This is consistent with previous studies highlighting high methylation levels in bodies of active genes in plants and animals, and high levels of methylation at promoters of weakly expressed genes in vertebrates^8,24^. We conclude that the methylomes of Lake Malawi cichlids share many regulatory features, and possibly associated functions, with those of other vertebrates, which renders Lake Malawi cichlids a promising model system in this context.

### Methylome divergence in Lake Malawi cichlids

To assess the possible role of DNA methylation in phenotypic diversification, we then sought to quantify and characterise the differences in liver and muscle methylomes across the genomes of Lake Malawi haplochromine cichlids. Despite overall very low sequence divergence^36^ (Supplementary Fig. 3), Lake Malawi cichlids were found to show substantial methylome divergence across species within each tissue type, while within-species biological replicates always clustered together (Fig. 2a). The species relationships inferred by clustering of the liver methylomes at conserved individual CG dinucleotides recapitulate some of the genetic relationship inferred from DNA sequence^36^, with one exception—the methylome clusters *A. calliptera* samples as an outgroup, not a sister group to Mbuna (Fig. 2a and Supplementary Fig. 3a, b). This is consistent with its unique position as a riverine species, while all species are obligate lake dwellers (Fig. 1b).

**Fig. 2:**
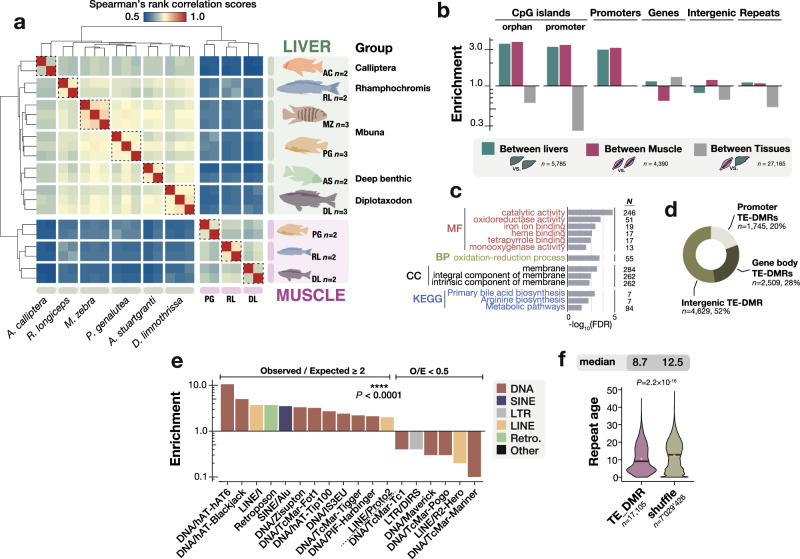
Species-specific methylome divergence in Lake Malawi cichlids is enriched in promoters, CpG-islands, and young transposons. **a** Unbiased hierarchical clustering and heatmap of Spearman’s rank correlation scores for genome-wide methylome variation in Lake Malawi cichlids at conserved CG dinucleotides. Dotted boxes group samples by species within each tissue. **b** Observed/Expected ratios (O/E ratio, enrichment) for some genomic localisations of differentially methylated regions (DMRs) predicted between livers (green) and between muscles (purple) of three Lake Malawi cichlid species, and between tissues (within-species, grey); *χ*^2^ tests for between categories (*p* < 0.0001), for O/E between liver and muscle DMRs (*p* = 0.99) and between Liver+Muscle vs Tissues *(p* = 0.04). Expected values were determined by randomly shuffling DMRs of each DMR type across the genome (1000 iterations). Categories are not mutually exclusive. **c** Gene ontology (GO) enrichment for DMRs found between liver methylomes localised in promoters. GO terms: Kyoto Encyclopaedia of Genes and Genomes (KEGG), molecular functions (MF), cellular component (CC), and biological processes (BP). Only GO terms with FDR < 0.05 shown. *N* indicates the number of genes associated with each GO term. Only GO terms with *p* < 0.05 (Benjamini−Hochberg false discovery rate [FDR]-corrected *p*-values) are shown. **d** Genomic localisation of liver DMRs containing repeats/transposons (TE-DMRs). **e**. O/E ratios for species TE-DMRs for each TE family. Only O/E ≥ 2 and ≤0.5 shown. *χ*^2^ tests, *p* < 0.0001. **f** Violin plots showing TE sequence divergence (namely, CpG-adjusted Kimura substitution level as given by RepeatMasker) in *M. zebra* genome for species TE-DMRs, TEs outside species DMRs (‘outside’) and randomly shuffled TE-DMRs (500 iterations, ‘shuffle’). Mean values indicated by red dots, median values by black lines and shown above each graph. Total DMR counts indicated below each graph. Two-sided *p*-values for Kruskal–Wallis test are shown above the graph. DMR, differentially methylated region; TE, repeat/transposon regions; CGI, predicted CpG islands.

As DNA methylation variation tends to correlate over genomic regions consisting of several neighbouring CG sites, we defined and sought to characterise differentially methylated regions (DMRs) among Lake Malawi cichlid species (≥50 bp-long, ≥4 CG dinucleotide, and ≥25% methylation difference across any pair of species, *p* < 0.05; see Methods). 

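The authors deposited these regions as 4 lists of positions on the M. zebra UMD2a assembly: between livers of the 6 species, between livers of DL, PG and RL, between muscles of the same 3 species, and between the 2 tissues within these species. A region appears once per list, and no region overlaps another of its own list. The lists give no methylation level, number of CG sites, direction or pair of species, so these were not analysed here. The authors called the regions from groups of 2 or 3 methylomes, which leaves no replicate of a list, and counts and lengths describe the lists as they stand. The starts were read as counted from 0, with which the shortest region is 50 bp long, and positions are given counted from 1.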

In total, 13,331 between-species DMRs were found among the liver methylomes of the six cichlid species (Supplementary Fig. 8a). 

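The 13331 liver regions of the 6 species covered 5.99 Mb on 1065 sequences of the assembly. Of these regions, 28.0% lay on sequences that are not placed on a chromosome.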

We then compared the three species for which liver and muscle WGBS data were available and found 5,875 and 4,290 DMRs among the liver and muscle methylomes, respectively. By contrast, 27,165 within-species DMRs were found in the between-tissue comparisons (Supplementary Fig. 8b). 

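The deposited lists hold 5787 regions between the livers and 4390 between the muscles of DL, PG and RL. They covered 2.67 Mb and 1.80 Mb. All 5787 liver regions overlapped a region of the 6-species list, and 3309 had the same start and end in both. On unplaced sequences lay 24.7% of the liver regions and 22.5% of the muscle regions.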

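The 27165 regions between tissues covered 8.75 Mb, and 10.2% of them lay on unplaced sequences. Of the regions between species, 281 of the liver regions of DL, PG and RL (4.86%) and 288 of the muscle regions (6.56%) overlapped a region between tissues by at least 1 bp. On the placed sequences these overlaps exceeded those of 100 random shifts: 216 liver regions against 109 on average and at most 131, and 223 muscle regions against 80.6 on average and at most 112. Merging the regions of all 4 lists that overlap reduced 50673 regions to 41076, and merging within a list changed none of the 4 counts.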

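Over the 50673 regions of the 4 lists, the median length was 262 bp, with a bootstrap 95% interval from 259 to 264 bp, and the mean was 379 bp. The longest region, between tissues, measured 9505 bp, and 23 regions were longer than 5000 bp, 14 of them among the livers of the 6 species.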

Overall, DMRs in Lake Malawi cichlids were predicted to be as long as 5,000 bp (95% CI of median size: 282−298 bp; Supplementary Fig. 8c). While the methylation differences between liver and muscle were the most prominent at single CG dinucleotide resolution (Fig. 2a) and resulted in the highest number of DMRs, we found DMRs to be slightly larger and methylation differences within them substantially stronger among species than between tissues (Dunn’s test, *p* < 2.2 × 10^−16^; Supplementary Fig. 8c, d).

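Among DL, PG and RL, the median length was 307 bp between livers (bootstrap 95% interval 297 to 318 bp), 278 bp between muscles (264 to 287 bp) and 249 bp between tissues (247 to 251 bp). The mean lengths were 461, 410 and 322 bp. The median of the liver regions exceeded that of the tissue regions by 58 bp and the median of the muscle regions exceeded it by 29 bp (2-sided permutation tests of the difference of medians with 100000 resamples, p = 1e-05 in both, the smallest these can give). Liver and muscle regions differed from each other by 29 bp (permutation test, p = 7e-05). Regions are not independent replicates, so these tests describe the lists.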

Next, we characterised the genomic features enriched for between-species methylome divergence in the three cichlid species for which both muscle and liver WGBS data were available (i.e., RL, PG, DL; Fig. 1c). In the liver, promoter regions and orphan CGIs have 3.0- and 3.6-fold enrichment respectively for between-species liver DMRs over random expectation (*χ*^2^ test, *p* < 0.0001; Fig. 2b)—between-species muscle DMRs show similar patterns as well (*p* = 0.99, compared to liver O/E ratios). Methylome variation at promoter regions has been shown to affect transcription activity via a number of mechanisms (e.g., transcription factor binding affinity, chromatin accessibility)^21,44^ and, in this way, may participate in phenotypic adaptive diversification in Lake Malawi cichlids. In particular, genes with DMRs in their promoter regions show enrichment for enzymes involved in hepatic metabolic functions (Fig. 2c). Furthermore, the high enrichment of DMRs in intergenic orphan CGIs (Fig. 2b), accounting for *n* = 691 (11.94%) of total liver DMRs, suggests that intergenic CGIs may have DNA methylation-mediated regulatory functions.

The majority of between-species liver DMRs (65.0%, *n* = 3,764) are within TE regions (TE-DMRs; Supplementary Fig. 8a, b, e), approximately two-thirds of which are located in unannotated intergenic regions (Fig. 2d). However, a small fraction of TE-DMRs are located in gene promoters (12% of all TE-DMRs) and are significantly enriched in genes associated with metabolic pathways (Fig. 2d and Supplementary Fig. 8f). While there is only a 1.1-fold enrichment of DMRs globally across all TEs (Fig. 2b), some TE families are particularly enriched for DMRs, most notably the DNA transposons hAT (hAT6, 10.5-fold), LINE/l (>3.7-fold) and the retrotransposons SINE/Alu (>3.5-fold). On the other hand, the degree of methylation in a number of other TE families shows unexpected conservation among species, with substantial DMR depletion (e.g., LINE/R2-Hero, DNA/Maverick; Fig. 2e). Overall, we observe a pattern whereby between-species methylome differences are significantly localised in younger transposon sequences (Dunn’s test, *p* = 2.2 × 10^−16^; Fig. 2f). Differential methylation in TE sequences may affect their transcription and transposition activities, possibly altering or establishing new transcriptional activity networks via *cis*-regulatory functions^45–47^. Indeed, the movement of transposable elements has recently been shown to contribute to phenotypic diversification in Lake Malawi cichlids^48^.

In contrast to the between-species liver DMRs, within-species DMRs based on comparison of liver against muscle methylomes show much less variation in enrichment across genomic features. Only gene bodies show weak enrichment for methylome variation (Fig. 2b). Moreover, both CGI classes, as well as repetitive and intergenic regions show considerable tissue-DMR depletion, suggesting a smaller DNA methylation-related contribution of these elements to tissue differentiation (Fig. 2b and Supplementary Fig. 8e).

### Methylome divergence is associated with transcriptional changes in the livers

We hypothesised that adaptation to different diets in Lake Malawi cichlids could be associated with distinct hepatic functions, manifesting as differences in transcriptional patterns which, in turn, could be influenced by divergent methylation patterns. To investigate this, we first performed differential gene expression analysis. In total, 3,437 genes were found to be differentially expressed between livers of the four Lake Malawi cichlid species investigated (RL, DL, MZ, and PG; Wald test, false discovery rate adjusted two sided *p*-value using Benjamini−Hochberg [FDR] < 0.01; Fig. 3a and Supplementary Fig. 9a−c; see “Methods”). 

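Of the 29676 genes listed, 16613 passed the filter in the 11 livers, and 1965 of them (11.8%) were differentially expressed in at least 1 of the 6 pairs of species. DL and PG differed in 1396 genes, DL and MZ in 758, PG and RL in 673, MZ and RL in 310, MZ and PG in 228, and DL and RL in 132. RL had 2 livers and the other species 3 each, which leaves fewer values in the pairs with RL. Of the alternatives tried, an adjusted p under 0.05 gave the most genes, 5539, and a difference of at least 50 TPM the fewest, 410. It was 1035 without PG replicate 2, 1139 without PG replicate 1 and 1171 without DL replicate 3. The direction of the differences moved with the scaling of the libraries and with MZ replicate 1. Of the genes called between DL and MZ, 73.7% were higher in DL, against 47.9% of those called after quantile normalization, which makes the distribution of values the same in every library. The share higher in DL changed from 64.3% to 53.6% against PG and from 53.0% to 40.7% against RL, while the share higher in MZ changed from 23.2% to 44.5% against PG and from 44.8% to 55.2% against RL. Between PG and RL, 51.7% and 43.8% were higher in PG. Without MZ replicate 1 and with TPM as deposited, 235 of 512 genes were higher in DL than in MZ, 57 of 124 were higher in MZ than in PG, and 186 of 290 were higher in MZ than in RL. With quantile normalization, the median log2 difference of all genes went from 0.40 to 0.05 between DL and MZ. It went from 0.25 to 0.01 between DL and RL and from 0.14 to 0.02 between DL and PG. Between MZ and PG it went from -0.17 to 0.002, and between MZ and RL from -0.15 to -0.03. The 2 genes that fell most and the 2 that rose most in DL relative to PG, among genes whose replicates do not overlap and with at least 10 TPM in the higher species, include prf1-like and 3 genes without a symbol. LOC112436627 was listed at 0 TPM in all 3 DL livers and at 471 ± 67.5 TPM in PG livers (SD, n = 3; log2 fold change -8.87, standard error 0.52, adjusted p = 7.54e-06 from limma). LOC101485633 had 538 ± 215 TPM in DL livers and 0.300 ± 0.236 TPM in PG livers (SD, n = 3 each; log2 fold change 8.64, standard error 0.54, adjusted p = 9.62e-06). LOC101466248 had 685 ± 546 TPM in DL livers, with values from 283 to 1306 TPM, and 1.53 ± 2.64 TPM in PG livers (SD, n = 3 each; log2 fold change 8.30, standard error 1.30, adjusted p = 0.00179).

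**Figure D1:**
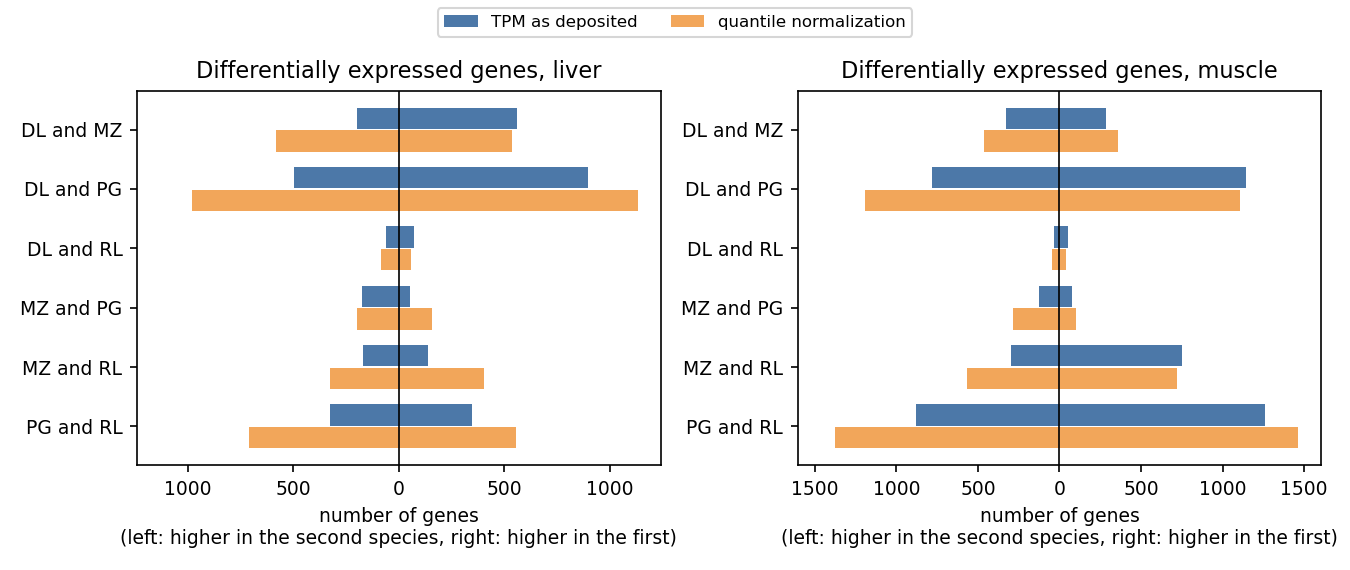
Number of genes differentially expressed in each pair of species, in liver (left panel) and muscle (right panel), with the genes higher in the first species to the right of 0 and those higher in the second to the left. Blue bars use TPM as deposited and orange bars quantile-normalized values; between DL and MZ livers, 559 of 758 genes lie to the right with TPM as deposited.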

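Spearman's correlation over the 29676 genes was higher between livers of the same species, from 0.877 to 0.894, than between livers of different species, from 0.799 to 0.866. The mean within species exceeded the mean between species by 0.0567, and no other grouping of the 11 livers into groups of the same sizes gave as large a difference (exact permutation test, 1 of 15400 groupings, p = 6.49e-05). In the 12 muscles the difference was 0.0460, with correlations from 0.882 to 0.905 within species and from 0.792 to 0.884 between species (exact permutation test, 1 of 15400 groupings). Restricting the genes to those with at least 1 TPM in at least 2 libraries moved the difference most, to 0.140 in livers and 0.0976 in muscles. Each library was closest to a library of its own species, and trees divided into 4 groups gave the 4 species in both tissues. Between species, the closest pairs were DL with RL (mean correlation 0.858 in liver, 0.875 in muscle) and MZ with PG (0.857 and 0.866). Libraries of different tissues correlated between 0.610 and 0.712. PN was not used here.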

As with methylome variation, transcriptome variation clustered individuals by species (Supplementary Fig. 9d), consistent with species-specific functional liver transcriptome activity.

**Fig. 3:**
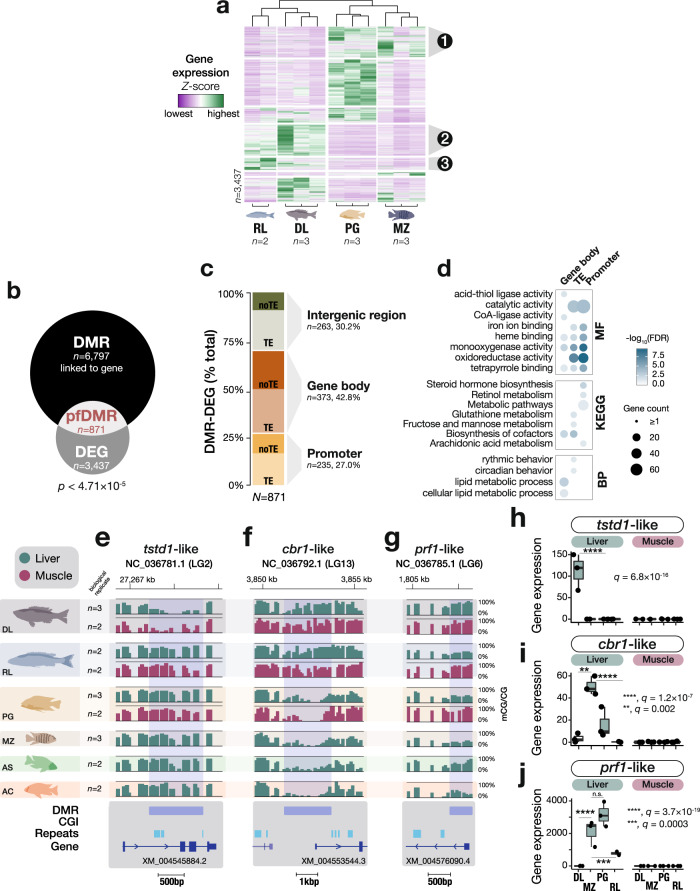
Methylome divergence is associated with differential transcriptional activity in Lake Malawi cichlids. **a** Heatmap and unsupervised hierarchical clustering of gene expression values (*Z*-score) of all differentially expressed genes (DEGs) found among livers of four Lake Malawi cichlid species (Wald tests corrected for multiple testing using false discovery rate FDR < 1%). GO enrichment analysis for three DEG clusters are shown in Supplementary Fig. 9c. **b** Significant overlap between DEG and differentially expressed regions (DMRs; *p* < 0.05) linked to a gene (exact hypergeometric test, *p* = 4.71 × 10^−5^), highlighting putative functional DMRs (pfDMRs). **c** Bar plot showing the percentage of pfDMRs localised in either promoters, intergenic regions (0.5−4kbp away from genes), or in gene bodies, with the proportion of TE content for each group. **d** Heatmap representing significant GO terms for DEGs associated with pfDMRs for each genomic feature. GO categories: BP, Biological Process; MF, Molecular Function. Only GO terms with Benjamini−Hochberg FDR-corrected *p*-values < 0.05 are shown. Examples of pfDMRs significantly associated with species-specific liver transcriptional changes for the genes thiosulfate:glutathione sulfurtransferase *tstd1*-like (LOC101468457; *q* = 6.82 × 10^−16^) (**e**), carbonyl reductase [NADPH]-1 *cbr1*-like (LOC101465189; MZ vs DL, *q* = 0.002; MZ vs RL, *q* = 1.18 × 10^−7^) (**f**) and perforin-1 *prf1*-like (LOC101465185; MZ vs DL, *q* = 3.68 × 10^−^^19^; MZ vs RL, *q* = 0.00034) (**g**). Liver and muscle methylome profiles in green and purple, respectively (averaged mCG/CG levels [%] in 50 bp bins; *n* = 3 biological replicates for liver DL, PG, and MZ; *n* = 2 biological replicates for liver RL, AS, and AC, and muscle DL, RL, and PG). **h**−**j** Boxplots showing gene expression values (transcript per million) for the genes in (**e**−**g**). in livers (green) and muscle (pink). *n* = 3 biological replicates for liver DL, MZ, PG; *n* = 2 biological replicates for liver RL and muscle DL, MZ, PG, and RL. Two-sided *q* values for Wald tests corrected for multiple testing (Benjamini−Hochberg FDR) are shown in graphs. Box plots indicate median (middle line), 25th, 75th percentile (box), and 5th and 95th percentile (whiskers) as well as outliers (single points). CGI, CpG islands; Repeats, transposons and repetitive regions.

Next, we checked for the association between liver DMRs and transcriptional changes. Of the 6,797 among-species DMRs that could be assigned to a specific gene (i.e., DMRs within promoters, gene bodies or located 0.5−4 kbp away from a gene; see “Methods”), 871 were associated with differentially expressed genes, which is greater than expected by chance (Fig. 3b; *p* < 4.7 × 10^−5^), suggesting that DMRs are significantly associated with liver gene expression. Of these 871 putative functional DMRs (pfDMRs), the majority (42.8%) are localised over gene bodies, hinting at possible intronic *cis*-regulatory elements or alternative splicing^49^. The remaining pfDMRs are in intergenic (30.2%) or promoters (27%) (Fig. 3c). The majority of pfDMRs contain younger TE sequences, in particular in intronic regions, while only few contain CGIs (Supplementary Fig. 10a−c). In promoters and intergenic regions, ≥63% of pfDMR sequences contain TEs (Fig. 3c). As methylation levels at *cis*-regulatory regions may be associated with altered transcription factor (TF) activity^22,24,25^, we performed TF binding motif enrichment analysis using between-species liver DMRs and found significant enrichment for specific TF recognition binding motifs. Several TF genes known to recognise some of the enriched binding motifs are differentially expressed among the livers of the three cichlid species and have liver-associated functions (Supplementary Fig. 10d, e). For example, the gene of the transcription factor hepatocyte nuclear factor 4 alpha (hnf4a), with important functions in lipid homeostasis regulation and in liver-specific gene expression^50^, is >2.5x-fold downregulated (*q* ≤ 9 × 10^−^^5^) in the rock-dwelling algae-eater *P. genalutea* compared to the pelagic piscivores *D. limnothrissa* and *R. longiceps*, possibly in line with adaptation to different diets (Supplementary Fig. 10e).

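Transcripts of 3 of these genes, klf9, mnt and mitfb, are listed under their symbols in the livers of DL, PG and RL. klf9 had 14.6 ± 8.09 TPM in DL (SD, n = 3), 61.0 ± 10.9 TPM in PG (SD, n = 3) and 8.25 ± 4.70 TPM in RL (SD, n = 2). Its adjusted p, from the limma fit of all livers, was 0.0273 between DL and PG and 0.0183 between PG and RL, which passes 0.05 but not 0.01; the first fell to 0.00771 and the second to 0.00773 with quantile normalization, and without MZ replicate 1 they were 0.00848 and 0.00620. Over the alternatives that keep every library, they ranged from 0.00771 to 0.0536 and from 0.00773 to 0.0383. mnt had 2.85 ± 1.32 TPM in DL, 8.76 ± 3.00 TPM in PG and 2.59 ± 2.38 TPM in RL, with adjusted p = 0.0528 between DL and PG and 0.0601 between PG and RL, and it was not called under any of the alternatives; the log2 fold change of PG over RL, 1.58, was 0.85 without RL replicate 2 and 2.32 without RL replicate 3. mitfb had 5.76 ± 3.33 TPM in DL, 0.344 ± 0.0545 TPM in PG and 3.57 ± 0.179 TPM in RL. It was called between DL and PG (log2 fold change 2.21, standard error 0.33, adjusted p = 0.00135) and not between PG and RL (log2 fold change -1.77, adjusted p = 0.0115), where pseudocounts of 0.1 and 0.5, quantile normalization, a fit of the pair alone, and the fits without DL replicate 1 or DL replicate 3 called it. The second p ranged from 0.00552 to 0.0269 over the alternatives that keep every library, and was 0.00569 and 0.00450 in the fits without those replicates.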

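In liver, hnf4a had 39.8 ± 5.25 TPM in DL (SD, n = 3), 26.7 ± 13.2 TPM in RL (SD, n = 2), 11.7 ± 1.52 TPM in MZ and 8.51 ± 2.49 TPM in PG (SD, n = 3 each). Mean TPM was 4.68 times as high in DL and 3.14 times as high in RL as in PG. The difference between DL and PG was called (log2 fold change 2.13, standard error 0.36, adjusted p = 0.00254 from limma), with every DL liver above every PG liver, and lost its call without DL replicate 3 (adjusted p = 0.0112) and without PG replicate 1 (adjusted p = 0.0129). That between PG and RL was not called at 0.01 (log2 fold change -1.49, standard error 0.40, adjusted p = 0.0312), although both RL livers lay above every PG liver, and was called after quantile normalization (adjusted p = 0.00465). The adjusted p of PG and RL ranged from 0.00465 to 0.0643 over the alternatives that keep every library. The 2 RL livers had 17.3 and 36.0 TPM, and the log2 fold change between PG and RL was -2.00 without RL replicate 2 and -0.99 without RL replicate 3.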

Furthermore, genomic regions containing pfDMRs are also significantly associated in the livers with altered transcription of many other genes involved in hepatic and metabolic oxidation-reduction processes (Fig. 3d and Supplementary Fig. 10f). These include genes encoding haem-containing cytochrome P450 enzymes (such as cyp3a4, cy7b1; Supplementary Fig. 10f), which are important metabolic factors in steroid and fatty acid metabolism, as well as genes encoding other hepatic enzymes involved in energy balance processes. This enrichment is associated with significant methylome divergence among species, in particular in promoter regions and gene bodies (Fig. 3d). For example, the gene sulfurtransferase *tstd1*-like, an enzyme involved in energy balance and the mitochondrial metabolism, is expressed exclusively in the liver of the deep-water pelagic species *D. limnothrissa,* where it shows ~80% reduced methylation levels in a gene-body DMR compared to all the other species (Fig. 3e, h). 

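The tables list no gene under the symbol cyp3a4, cyp7b1 or apoea, so these were not analysed here. srd5a1, which encodes a steroid reductase, had 10.1 ± 6.34 TPM in DL livers (SD, n = 3), 0.530 ± 0.306 TPM in MZ livers (SD, n = 3), 2.05 ± 0.944 TPM in PG livers (SD, n = 3) and 1.66 ± 0.410 TPM in RL livers (SD, n = 2). Only the difference between DL and MZ was called (log2 fold change 2.70, standard error 0.42, adjusted p = 0.00246 from limma), and it was not called without MZ replicate 2 (adjusted p = 0.0130). Between DL and PG the adjusted p was 0.0145, and it was 0.00984 with quantile normalization and 0.00450 without DL replicate 2, out of a range from 0.00984 to 0.0362 over the alternatives that keep every library. Between DL and RL it was 0.0711.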

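In the expression tables tstd1-like is LOC101468457. It had 112 ± 41.8 TPM in DL livers (SD, n = 3), with values from 67.1 to 150 TPM, and was listed at 0 TPM in each of the 3 MZ, 3 PG and 2 RL livers. The log2 fold change of DL over MZ, PG and RL was 6.75 in each pair, a value set by the pseudocount since the other livers are at 0 (adjusted p = 1.34e-06, 9.83e-07 and 1.61e-06 from limma). With 3 livers against 3, an exact permutation test cannot go below p = 0.1, which DL against MZ and DL against PG reached. Muscles were listed at 0 TPM except 1 PG muscle with 0.557 TPM. The 8 livers at 0 TPM include 6 with more assigned reads than any DL liver. On sequence NC_036781.1 of UMD2a, the list of 6 species has a liver region from 27267632 to 27268527 (896 bp) at this gene, and the list of DL, PG and RL has one from 27267725 to 27268527 (803 bp). A muscle region from 27267236 to 27267833 (598 bp) shares 109 bp with the latter. The position relative to exons and the methylation levels were not analysed here.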

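The cbr1-like gene, which encodes a carbonyl reductase, is LOC101465189 in the tables. It had 50.5 ± 8.37 TPM in MZ livers and 16.1 ± 13.9 TPM in PG livers (SD, n = 3 each), against 3.59 ± 4.11 TPM in DL livers (SD, n = 3) and 0 and 0.584 TPM in the 2 RL livers. The highest muscle value was 0.984 TPM. MZ exceeded RL (log2 fold change 5.34, standard error 0.77, adjusted p = 0.00226 from limma), which is 40.6 times on the TPM + 1 scale and 173 times in mean TPM. The ratios of mean TPM to RL rest on a single liver near 0, since the other is at 0 TPM. DL was lower than MZ (log2 fold change -3.93, standard error 0.69, adjusted p = 0.00460), a difference not called with a pseudocount of 0.1 (adjusted p = 0.0156) or without the filter on low values (adjusted p = 0.0155), out of a range from 0.00242 to 0.0156. That call was also lost without DL replicate 1 (adjusted p = 0.0110) or 2 (0.0140) and without MZ replicate 1 (0.0159), 2 (0.0193) or 3 (0.0130). PG exceeded RL by 3.46 on the log2 scale (adjusted p = 0.0147) and 55.0 times in mean TPM, and passed 0.01 without DL replicate 1 (adjusted p = 0.00690) or DL replicate 3 (0.00688) and among genes with a mean of at least 5 TPM (0.00912, out of a range from 0.00912 to 0.0365). Between DL and PG the log2 fold change was -2.05 (adjusted p = 0.0526), with the highest DL liver above the lowest PG liver, and no alternative called it at 0.01. On NC_036792.1, the liver regions of the 6 species at this gene run from 3852474 to 3854009 (1536 bp) and from 3854135 to 3854278 (144 bp), that of DL, PG and RL from 3852474 to 3853509 (1036 bp), and the longest muscle region from 3852474 to 3853294 (821 bp).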

Another example is the promoter of the enzyme carbonyl reductase [NADPH] 1 (*cbr1*) which shows significant hypomethylation (2.2kbp-long DMR) in the algae-eaters MZ and PG, associated with up to ~60-fold increased gene expression in their livers compared to the predatory *Rhamphochromis* and *Diplotaxodon* (Fig. 3f, i). Interestingly, *cbr1* is involved in the metabolism of various fatty acids in the liver and has been associated with fatty acid-mediated cellular signalling in response to environmental perturbation^51^. As a final example, we highlight the cytotoxic effector perforin 1-like (*prf1-*like), an important player in liver-mediated energy balance and immune functions^52^. Its promoter is hypermethylated (>88% mCG/CG) exclusively in the liver of the deep-water species DL, while having low methylation levels (~25%) in the four other species (Fig. 3g). This gene is not expressed in DL livers but is highly expressed in the livers of the other species that all show low methylation levels at their promoters (Fig. 3j). 

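prf1-like is LOC101465185 in the tables. Its transcripts had 4.33 ± 5.96 TPM in DL livers, with values from 0.881 to 11.2 TPM, 2090.7 ± 804 TPM in MZ livers and 3159 ± 762 TPM in PG livers (SD, n = 3 each), and 776 ± 150 TPM in RL livers (SD, n = 2). Mean TPM in DL livers was exceeded 483 times in MZ, 729 times in PG and 179 times in RL. The DL mean is set by DL replicate 3, since the other DL livers had 0.897 and 0.881 TPM, and without it the other species would exceed DL by more. The log2 fold changes of DL against MZ, PG and RL were -9.13, -9.78 and -7.77 (adjusted p = 2.53e-05, 1.16e-05 and 1.31e-04 from limma), and all 3 were called under every alternative and without each replicate that leaves 2 livers in both species. MZ and RL did not differ at 0.01 (log2 fold change 1.35, standard error 0.72, adjusted p = 0.311, range 0.0653 to 0.403 over the alternatives that keep every library), although both RL livers lay below every MZ liver. No muscle exceeded 0.789 TPM. Reads of DL were matched to M. zebra transcripts, so a DL transcript of another sequence might be missed. On NC_036785.1, liver regions at this gene lie from 1804441 to 1804817 (377 bp, in both liver lists) and from 1805691 to 1806271 (581 bp, 6 species). A region of 78 bp from 1806131 to 1806208 is listed between livers of DL, PG and RL and one from 1806131 to 1806271 between tissues, while the muscle list has none there.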

Taken together, these results suggest that species-specific methylome divergence is associated with transcriptional remodelling of ecologically-relevant genes, which might facilitate phenotypic diversification associated with adaption to different diets.

### Multi-tissue methylome divergence is enriched in genes related to early development

We further hypothesised that between-species DMRs that are found in both the liver and muscle methylomes could relate to functions associated with early development/embryogenesis. Given that liver is endoderm-derived and muscle mesoderm-derived, such shared multi-tissue DMRs could be involved in processes that find their origins prior to or early in gastrulation. Such DMRs could also have been established early on during embryogenesis and may have core cellular functions. Therefore, we focussed on the three species for which methylome data were available for both tissues (Fig. 1c) to explore the overlap between muscle and liver DMRs (Fig. 4a). 

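Of the 5787 liver regions of DL, PG and RL, 2452 (42.4%) overlapped a muscle region by at least 1 bp, and of the 4390 muscle regions, 2566 (58.5%) overlapped a liver region. Requiring the overlap to cover at least 50% of the shorter region gave 2379 liver regions (41.1%) and 2494 muscle regions (56.8%). Left over were 3335 regions listed for liver alone and 1824 for muscle alone. Random shifts of the regions along the placed sequences, 100 in all, gave on average 18.3 overlapping liver regions and at most 30, against 1976 of 4356 regions (45.4%) observed on these sequences. The overlap is of positions only, since the lists do not say in which species a region differs, and the muscles were covered less deeply than the livers. The paper reasons that liver derives from endoderm and muscle from mesoderm, and proposes a part for regions shared by both in processes that begin before or early in gastrulation.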

Based on pairwise species comparisons (Supplementary Fig. 11a, b), we identified methylome patterns unique to one of the three species. We found that 40−48% of these were found in both tissues (‘multi-tissue’ DMRs), while 39−43% were liver-specific and only 13−18% were muscle-specific (Fig. 4b).

**Fig. 4:**
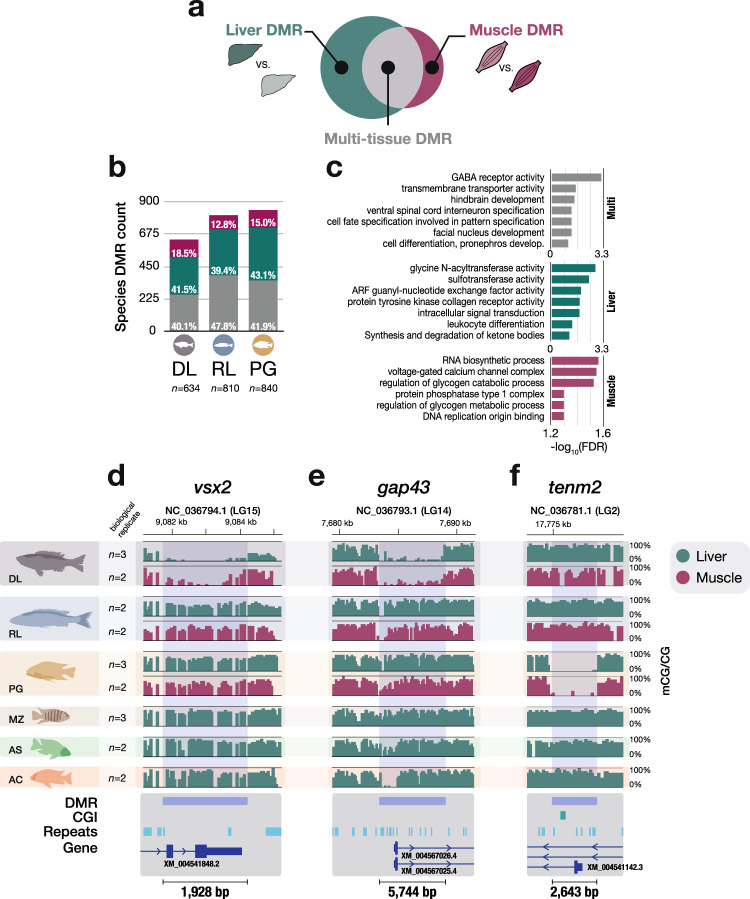
Multi-tissue methylome divergence in Lake Malawi cichlids is associated with early development/embryogenesis. **a** Distinct species-specific methylome patterns in Lake Malawi cichlids can be found in liver or muscle tissues, or in both tissues (‘multi-tissue’). **b** Histograms showing the total counts of ‘species’ DMRs that are either liver-, muscle-specific or present in both (multi). Only ‘species’ DMRs showing distinct DNA methylation patterns in one species are shown. **c** GO enrichment plots for each DMR class. Only GO terms with Benjamini−Hochberg FDR-corrected *p*-values < 0.05 are shown. **d**−**f** Examples of ‘species’ multi-tissue DMRs in genes related to embryonic and developmental processes. Namely, in the genes coding for visual system homeobox 2 *vsx2* (LOC101486458), growth-associated protein 43 *gap43* (LOC101472990) and teneurin transmembrane protein 2 *tenm2* (LOC101470261). Liver and muscle methylome profiles shown in green and purple, respectively (averaged mCG/CG levels [%] in 50 bp bins for ≥2 samples per tissue per species; scale indicated below each graph).

The relatively high proportion of multi-tissue DMRs suggests there may be extensive among-species divergence in core cellular or metabolic pathways. To investigate this further, we performed GO enrichment analysis. As expected, liver-specific DMRs are particularly enriched for hepatic metabolic functions, while muscle-specific DMRs are significantly associated with muscle-related functions, such as glycogen catabolic pathways (Fig. 4c). Multi-tissue DMRs, however, are significantly enriched for genes involved in development and embryonic processes, in particular related to cell differentiation and brain development (Fig. 4c–f), and show different properties from tissue-specific DMRs. Indeed, in all the three species, multi-tissue DMRs are three times longer on average (median length of multi-tissue DMRs: 726 bp; Dunn’s test, *p* < 0.0001; Supplementary Fig. 11c), are significantly enriched for TE sequences (Dunn’s test, *p * ≤ 0.03; Supplementary Fig. 11d) and are more often localised in promoter regions (Supplementary Fig. 11e) compared to liver and muscle DMRs. Furthermore, multi-tissue species-specific methylome patterns show significant enrichment for specific TF binding motif sequences. These binding motifs are bound by TFs with functions related to embryogenesis and development, such as the transcription factors Forkhead box protein K1 (foxk1) and Forkhead box protein A2 (foxa2), with important roles during liver development^53^ (Supplementary Fig. 11f), possibly facilitating core phenotypic divergence early on during development.

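Joining each liver region with the muscle regions it overlaps gave 2403 multi-tissue loci, with a median length of 595 bp, a mean of 772 bp and a longest locus of 7735 bp. This median was 2.75 times that of the liver-only regions (216 bp) and 3.52 times that of the muscle-only regions (169 bp; 2-sided permutation tests with 100000 resamples, p = 1e-05 in both, the smallest these can give). A joined locus is longer than its parts by construction. Taken alone, the liver regions that overlap a muscle region had a median of 518 bp, and the muscle regions that overlap a liver region one of 407 bp, each longer than the regions of the same tissue without an overlap (permutation tests, p = 1e-05 in both, again the smallest possible). With an overlap of at least 50% of the shorter region these medians were 529 and 417 bp. Transposable elements, promoters and the 3 species were not analysed separately here.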

Several examples of multi-tissue DMRs are worth highlighting as generating hypotheses for potential future functional studies (Fig. 4d–f). The visual system homeobox 2 (*vsx2*) gene in the offshore deep-water species *Diplotaxodon limnothrissa* is almost devoid of methylation in both liver and muscle, in contrast to the other species (1.9 kbp-long DMR; Fig. 4d and Supplementary Fig. 11g). *vsx2* has been reported to play an essential role in the development of the eye and retina in zebrafish with embryonic and postnatal active transcription localised in bipolar cells and retinal progenitor cells^54^. *D. limnothrissa* populates the deepest parts of the lake of all cichlid species (down to approximately 250 m, close to the limits of oxygenation) and features morphological adaptations to dimly-lit environments, such as larger eye size^55^. *vsx2* may therefore participate in the visual adaptation of *Diplotaxodon* to the dimmer parts of the lake via DNA methylation-mediated gene regulation during development. 

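At the gene for growth-associated protein 43, gap43, a liver region of the 6 species runs from 7683928 to 7688950 on NC_036793.1 (5.02 kbp), and that of DL, PG and RL from 7684098 to the same end (4.85 kbp). The muscle list has 2 regions inside it, from 7685226 to 7688079 (2.85 kbp) and from 7688497 to 7688751 (255 bp), which together share 3109 bp with the liver region. LOC101472990, the identifier of gap43 in the tables, had at most 0.644 TPM in any of the liver and muscle libraries, under the filter of 1 TPM.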

Another example of a multi-tissue DMR specific to *D. limnothrissa* is located in the promoter of the gene coding for the growth-associated protein 43 (*gap43*) involved in neural development and plasticity, and also neuronal axon regeneration^56^. The promoter of *gap43* is largely devoid of methylation (overall <5% average mCG/CG levels over this 5.2 kbp-long DMR) in both muscle and liver tissues of *D. limnothrissa*, while being highly methylated (>86% mCG/CG) in the other species (Fig. 4e). In *A. calliptera*, the transcription of *gap43* is restricted to the brain and embryo (Supplementary Fig. 11h), consistent with a role in neural development and in the adult brain. Finally, another multi-tissue DMR potentially involved in neural embryonic functions is located in the promoter region of the gene *tenm2*, coding for teneurin transmembrane protein (Fig. 4f). *tenm2* is a gene expressed early on during zebrafish embryogenesis as well as in cichlid brain and embryo (Supplementary Fig. 11i) and is involved in neurodevelopment and neuron migration-related cell signalling^57^. This 2.7 kbp-long DMR is completely unmethylated in the algae-eating rock-dweller *Petrotilapia genalutea* (almost 80% reduction in methylation levels overall compared to the other species) and may mediate species-specific adaptive phenotypic plasticity related to synapse formation and neuronal networks.

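The liver region at tenm2 lies from 17774712 to 17777400 on NC_036781.1 (2.69 kbp, the same in both liver lists) and the muscle region from 17774736 to the same end (2.67 kbp), so that 2665 bp are shared. No region between tissues is listed at this position. The identifier that the paper gives for this gene is not listed in the expression tables, and the values are those listed under the symbol tenm2. It was under the filter in liver, with means from 0.0277 TPM in MZ to 0.397 TPM in RL. In muscle it had 0.285 ± 0.102 TPM in DL, 0.820 ± 0.384 TPM in MZ, 1.39 ± 0.609 TPM in PG and 0.0422 ± 0.0146 TPM in RL (SD, n = 3 each), with the highest MZ muscle above the lowest PG muscle. Only PG and RL were called in muscle (log2 fold change 1.17, standard error 0.26, adjusted p = 0.00716 from limma). Between DL and PG the adjusted p was 0.0291. RL muscles lie near 0 TPM, and the call was not tested under the alternatives.

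**Figure D2:**
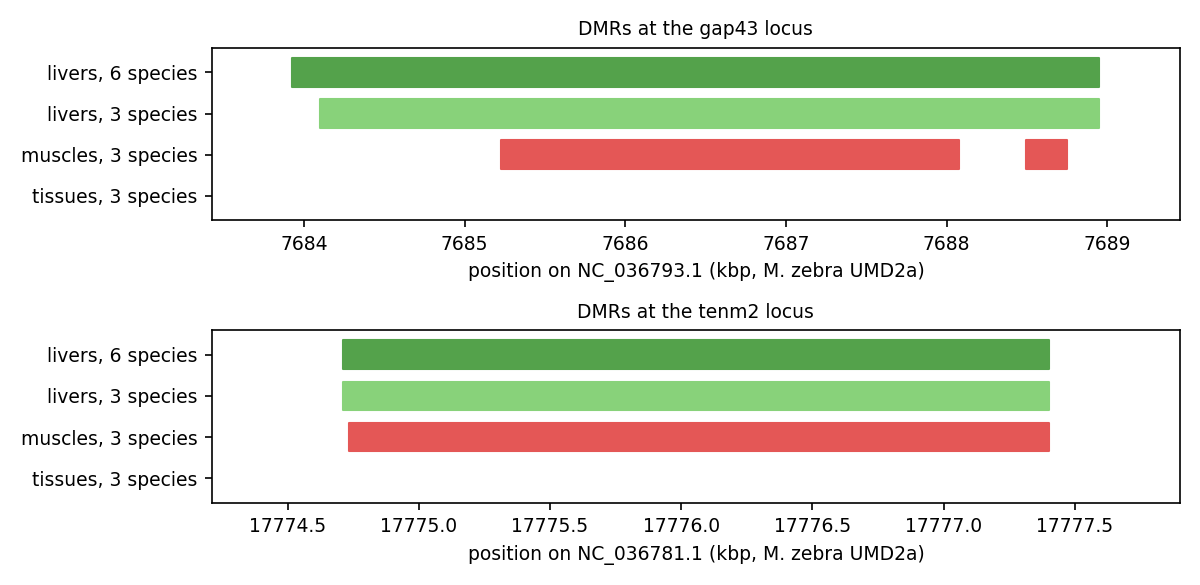
Positions of the authors' DMRs at the gap43 and tenm2 loci on M. zebra UMD2a, in kbp, with a row for each of the 4 lists (livers of 6 species, livers of DL, PG and RL, muscles of these 3, and between tissues). Each bar is a region; at both loci the muscle regions lie inside the liver region of the 6 species.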

## Discussion

The molecular mechanisms underlying adaptive phenotypic diversification are subject of intense interest^34,36,38,58,59^ and the extent of the role of epigenetic processes is hotly debated^2,4,60^. However, in-depth molecular epigenetic studies remain rare in evolutionary genomics and its key model systems^2,4,29,60^. Here, we focussed on the genetically closely related haplochromine cichlids of Lake Malawi, representing a unique system to investigate the epigenetic basis for phenotypic diversification^36,39,61^. Specifically, we describe genome-wide methylome variation at a single CG dinucleotide resolution as well as transcriptomes of two adult tissues of different embryonic origins in eco-morphologically divergent species (Fig. 1b). This work investigates epigenetic marks in the context of rapid diversification in natural populations of cichlid fishes and provides evidence of substantial methylome divergence associated with ecologically-relevant genes and correlated with changes in the transcriptional network and in TF activity. Given the resemblances we found between cichlid methylomes and those of warm-blooded vertebrates (Fig. 1d, e), suggesting evolutionarily conserved functions, our findings are likely to be relevant to other vertebrate evolutionary model systems.

Recent large-scale epigenetic studies in natural populations of *Arabidopsis* have highlighted a functional link between local environments and methylation divergence, with possible adaptive phenotypic functions^11,13^. Yet, epigenetic variation in natural populations of vertebrates and its possible functions in the context of adaptive phenotypic diversification have scarcely been studied. Our finding of considerable among-species methylome divergence at conserved underlying DNA sequences, despite overall low among-species genome differentiation, is suggestive of a functional link between DNA methylation and local environments, which may facilitate phenotypic plasticity and diversification. The methylome divergence we found may be driven directly by environmental differences but is also likely to have a genetic component. Our study lays the groundwork for deciphering any genetically encoded component underlying the epigenetic differences. Genetic differences in TF binding domains or in TF sequence recognition motifs, as well as in the proteins involved in the maintenance and deposition of new methyl groups, could for example lead to epigenetic divergence^11,24^. While this study provides evidence for species-specific methylome divergence associated with transcriptional changes of ecologically-relevant genes, further experimental work is required to examine the extent to which such species-specific patterns have an adaptive function in a natural context, as well as to determine the degree of plasticity and inheritance of such epigenetic patterns. Recent studies in three-spined stickleback fish have provided initial evidence for stable transmission of methylome patterns across generations associated with adaptation to salinity, some of which are inherited in a genetic-independent manner^62,63^. Moreover, epigenetic inheritance and reprogramming greatly vary among teleost fishes. Indeed, recent studies have highlighted important differences in the mechanisms of DNA methylation reprogramming during embryogenesis in teleost fishes. While the genome of the embryo in zebrafish retains the sperm methylome configuration with no global DNA methylation resetting, possibly allowing for the transgenerational inheritance of specific epigenetic states, extensive and global DNA methylation reprogramming instead occurs upon fertilisation in medaka embryos (similar to mammals)^30,64–66^. Such DNA methylome reprogramming processes are currently unknown in cichlids, which warrants further research.

We found that regions of methylome divergence between species (DMRs) were enriched in promoters and orphan CGIs (Fig. 2b). Methylation variation in promoter regions is known to have important *cis*-regulatory functions in vertebrates, in particular during development^20,21,24,29,31^. Such *cis*-regulatory activity is also apparent in Lake Malawi cichlids, with methylation at promoters negatively correlated with transcriptional activity (Fig. 1e and Supplementary Fig. 7a−d). This is likely mediated by the tight interaction of DNA methylation with 5mC-sensitive DNA-binding proteins, such as many transcription factors^22^ (see below). On the other hand, the functional roles of orphan CGIs are less well understood^42^. However, orphan CGIs have by far the highest enrichment for species methylome divergence (>3-fold over chance; Fig. 2b)—most of which are located in unannotated genomic regions. Orphan CGIs, as well as intergenic TEs (Fig. 2d), might include ectopic promoters, enhancers and other distal regulatory elements^41,42^ that may participate in phenotypic diversification by reshaping transcriptional network. Such putative *cis*-regulatory regions could be validated against a full functional annotation of the genome of Lake Malawi cichlid, which is currently lacking.

We identified that in some species methylome divergence was significantly associated with differential liver transcriptome activity, especially pertaining to hepatic functions involved in steroid hormone and fatty acid metabolism (Fig. 3b, d−j). Consistent with a functional role of DNA methylation in *cis*-regulatory regions^21,44^, we revealed significant methylation divergence in the promoters of differentially transcribed genes involved in liver-mediated energy expenditure processes and metabolism, such as gene *prf1*-like (>60-fold increase in expression; Fig. 3g, j), associated with obesity in mouse^44^. Such a functional link may promote phenotypic diversification via adaptation to different diets. Our understanding of this would benefit from the knowledge of the extent to which environmental or diet perturbation might result in adaptation-associated functional methylome changes. Further work would also be required to assess the extent to which such changes may be stably inherited. Additionally, the characterisation of the methylomes of Lake Malawi cichlid species from different ecomorphological groups but sharing the same habitat/diet, would inform on the specificity and possible functions of methylome divergence at metabolic genes.

We observed that methylome divergence associated with altered transcription in livers is enriched for binding motifs recognised by specific TFs. Some of those TFs are also differentially expressed in the livers and have important roles in lipid and energy homeostasis (Supplementary Fig. 10d, e). This suggests that altered activity of some TFs in livers can be associated with species-specific methylome patterns. Methylome variation in *cis*-regulatory regions is known to affect the binding affinity of methyl-sensitive DNA-binding regulatory factors (such as TFs)^25,44,67,68^. Furthermore, methylation-associated changes in chromatin accessibility may also impede the binding affinity of such factors and could be associated with altered TF activity and changes in transcription^20,67^. Alternatively, altered TF activity, arising from species-specific mutations within TF binding sequence motifs or in TF binding domains, has also been reported to generate methylome divergence in *cis* and *trans*^24^, and could also underlie species-specific epigenetic divergence. Our results suggest a tight link between TF activity and methylome divergence, that could participate in reshaping the transcriptional network of the livers in Lake Malawi cichlids.

TE and repetitive sequences present on average higher methylation levels than the genome-wide average (Fig. 1d), although some specific TE classes show more variable and lower levels (Supplementary Fig. 6d, e). DNA methylation-mediated transcriptional repression of mostly deleterious TE elements is crucial to the integrity of most eukaryote genomes, from plants to fish and mammals, and can be mediated in both animals and plants by small non-coding RNAs, such as piwi-interacting RNAs (piRNAs) in zebrafish and mammals^18,19,69^. Notably, the majority (~60%) of species differences in methylation patterns associated with transcriptional changes in liver was significantly localised in evolutionary young transposon/repeat regions, notably in intergenic retroposons in the vicinity of genes and in intronic DNA transposons (Dunn’s test *p* < 10^−10^; Fig. 3c and Supplementary Fig. 10b). Even though most of TE activity is under tight cellular control to ensure genome stability, transposition events have also been associated with genome evolution and phenotypic diversification. Indeed, TE insertion may represent a source of functional genomic variation and novel *cis*-regulatory elements, underlying altered transcriptional network^45,47,48,70^. In haplochromine cichlids, variation in anal fin egg-spots patterns associated with courtship behaviour, has been linked to a novel *cis*-regulatory element, derived from TE sequences^46^. Additionally, Brawand and colleagues have revealed that most TE insertions near genes in East African cichlids were associated with altered gene expression patterns^38^. Moreover, genes in piRNA-related pathways have been reported to be under positive selection in Lake Malawi cichlid flock, in line with a fast evolving TE sequence landscape observed in cichlids^36^, and these genes may also be associated with TE-related methylome variation, similar to *Arabidopsis*^11,71^.

Not only can novel TE insertions participate in genome evolution, DNA methylation at TE-derived *cis*-regulatory elements has been shown to affect transcriptional activity of nearby genes^12,45^. In rodents, the insertion of one IAP (intra-cisternal A particle) retrotransposon in the upstream *cis*-regulatory region of the agouti gene is associated with considerable phenotypic variation of coat colours and metabolic changes. Differential methylation levels at this TE-derived ectopic promoter directly impacts the activity of the agouti gene^5,28^, and such epigenetic patterns of methylation are transmitted to the offspring along with the altered phenotypes in a non-genetic manner^2^. Similarly, in toadflax, the flower symmetry is associated with the variable and heritable methylation patterns in the TE-derived promoter of the *Lcyc* gene, resulting in symmetrical or asymmetrical flowers^6^. Also, in a population-scale study of more than a thousand natural *Arabidopsis* accessions, epigenetic variation was found to be associated with phenotypes, mostly arising from methylation-mediated TE silencing that was significantly associated with altered transcription of adaptive genes such as those determining flowering time^11,71^. Our work adds to this by providing further evidence that interactions between TE sequences and between-species methylome divergence might have led to altered transcriptional networks. This lays the groundwork for further investigation of this issue in cichlid fishes.

Finally, we revealed that between-species methylome differences in liver tissues were greater than differences between muscle tissues (Fig. 4b), possibly highlighting a higher dependence of hepatic functions on natural epigenetic divergence. This indicates that a significant portion of the between-species methylome divergence in the liver may be associated with phenotypic divergence, in particular by affecting genes involved in tissue-specific functions, such as hepatic metabolic processes (Fig. 3c, e–j). However, almost half of the methylome divergence we observed that was driven by a single species was consistently found in both liver and muscle (Fig. 4b). This multi-tissue methylome divergence is consistent with epigenetic influences on core cellular functions and may also be relevant to early-life biological processes such as development, cellular differentiation, and embryogenesis (Fig. 4c, d–f). For example, we identified a large hypomethylated region in the visual homeobox gene *vsx2* in both liver and muscle tissues in the deep-water *Diplotaxodon* (Fig. 4d). This gene is involved in eye differentiation and may participate in long-lasting visual phenotypic divergences required to populate dimly parts of the lake, similar to the DNA methylation-mediated adaptive eye degeneration in cavefish^29^. Notably, recent studies have highlighted signatures of positive selection and functional substitutions in genes related to visual traits in *D. limnothrissa*^36,55^. Furthermore, in regions showing multi-tissue species-specific methylome divergence, we identified significant enrichment for binding motifs of specific TFs whose functions are related to embryogenesis and liver development (such as foxa2 and foxk1). This suggests that altered TF activity during development could be associated with species-specific methylome patterns (Supplementary Fig. 11f). If multi-tissue methylome divergence has been established very early during differentiation, and has important regulatory functions pertaining to early developmental stages^26^ and possibly core cellular functions, then it may promote long-lasting phenotypic divergence unique to each species’ adaptions. Our observations suggest that further characterisation of the methylomes and transcriptomes of different cells of the developing embryo may be valuable to investigate when between-species methylome divergence is established, as well as any functional roles in early-life phenotypic diversification.

To conclude, recent large-scale genomic studies have highlighted that several mechanisms may participate in the phenotypic diversification of Lake Malawi haplochromine cichlids, such as hybridisation and incomplete lineage sorting^34,36,61,72^. Our study adds to these observations by providing initial evidence of substantial methylome divergence associated with altered transcriptome activity of ecologically-relevant genes among closely related Lake Malawi cichlid fish species. This raises the possibility that variation in methylation patterns could facilitate phenotypic divergence in these rapidly evolving species through different mechanisms (such as altered TF binding affinity, gene expression, and TE activity, all possibly associated with methylome divergence at *cis*-regulatory regions). Further work is required to elucidate the extent to which this might result from plastic responses to the environment and the degree of inheritance of such patterns, as well the adaptive role and any genetic basis associated with epigenetic divergence. This study represents an epigenomic study investigating natural methylome variation in the context of phenotypic diversification in genetically similar but ecomorphologically divergent cichlid species part of a massive vertebrate radiation and provides an important resource for further experimental work.

## Methods

### Sampling overview

All cichlid specimens were bought dead from local fishermen by G.F. Turner, M. Malinsky, H. Svardal, A.M. Tyers, M. Mulumpwa, and M. Du in 2016 in Malawi in collaboration with the Fisheries Research Unit of the Government of Malawi), or in 2015 in Tanzania in collaboration with the Tanzania Fisheries Research Institute (various collaborative projects). Sampling collection and shipping were approved by permits issued to G.F. Turner, M.J. Genner R. Durbin, E.A. Miska by the Fisheries Research Unit of the Government of Malawi and the Tanzania Fisheries Research Institute, and were approved and in accordance with the ethical regulations of the Wellcome Sanger Institute, the University of Cambridge and the University of Bangor (UK). Upon collection, tissues were immediately placed in RNA*later* (Sigma) and were then stored at −80 °C upon return. Information about the collection type, species IDs, and the GPS coordinates for each sample in Supplementary Data 1.

### SNP-corrected genomes

Because real C > T (or G > A on the reverse strand) mutations are indistinguishable from C > T SNPs generated by the bisulfite treatment, they can add some bias to comparative methylome analyses. To account for this, we used SNP data from Malinsky et al. (2018) (ref. ^36^) and, using the *Maylandia zebra* UMD2a reference genome (NCBI_Assembly: GCF_000238955.4) as the template, we substituted C > T (or G > A) SNPs for each of the six species analysed before re-mapping the bisulfite reads onto these ‘updated’ reference genomes.

To translate SNP coordinates from Malinsky et al. (2018) to the UMD2a assembly, we used the UCSC liftOver tool (version 418), based on a whole genome alignment between the original Brawand et al., 2014 (ref. ^38^) (https://www.ncbi.nlm.nih.gov/assembly/GCF_000238955.1/) and the UMD2a *M. zebra* genome assemblies. The pairwise whole genome alignment was generated using lastz v1.02^73^, with the following parameters: “B = 2 C = 0 E = 150 H = 0 K = 4500 L = 3000 M = 254 O = 600 Q = human_chimp.v2.q *T* = 2 *Y* = 15000”. This was followed by using USCS genome utilities (https://genome.ucsc.edu/util.html) axtChain (kent source version 418) tool with -minScore=5000. Additional tools with default parameters were then used following the UCSC whole-genome alignment paradigm (http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto) in order to obtain a contiguous pairwise alignment and the ‘chain’ file input for liftOver (kent source version 418).

The ‘lifted over’ C > T (or G > A) SNPs were then substituted into the UMD2a genome using the evo getWGSeq command with the–whole-genome and–methylome options. The code used is available as a part of the Evo package (https://github.com/millanek/evo; v.0.1 r24, commit99d5b22).

### Extraction of high-molecular-weight genomic DNA (HMW-gDNA)

The main method to generate WGBS data is summarised in Supplementary Fig. 1. In detail, high-molecular-weight genomic DNA (HMW-gDNA) was extracted from homogenised liver and muscle tissues (<25 mg) using QIAamp DNA Mini Kit (Qiagen 51304) according to the manufacturer’s instructions. Before sonication, unmethylated lambda DNA (Promega, D1521) was spiked in (0.5% w/w) to assess bisulfite conversion efficiency. HMW-gDNA was then fragmented to the target size of ~400 bp (Covaris, S2, and E220). Fragments were then purified with PureLink PCR Purification kit (ThermoFisher). Before any downstream experiments, quality and quantity of gDNA fragments were both assessed using NanoDrop, Qubit, and Tapestation (Agilent).

### Sequencing library preparation—whole-genome bisulfite sequencing

For each sample, 200 ng of sonicated fragments were used to make NGS (next-generation sequencing) libraries using NEBNext Ultra II DNA Library Prep (New England BioLabs, E7645S) in combination with methylated adaptors (NEB, E7535S), following the manufacturer’s instructions. Adaptor-ligated fragments were then purified with 1.0x Agencourt AMPure Beads (Beckman Coulter, Inc). Libraries were then treated with sodium bisulfite according to the manufacturer’s instructions (Imprint DNA Modification Kit; Sigma, MOD50) and amplified by PCR (10 cycles) using KAPA HiFi HS Uracil+ RM (KAPA Biosystems) and NEBNext Multiplex Oligos for Illumina (NEB E7335S). Bisulfite-converted libraries were finally size-selected and purified using 0.7x Agencourt AMPure Beads. The size and purity of libraries were determined using Tapestation and quantified using Qubit (Agilent). Whole-genome bisulfite sequencing (WGBS) libraries were sequenced on HiSeq 4000 (High Output mode, v.4 SBS chemistry) to generate paired-end 150 bp-long reads. *A. stuartgranti* samples were sequenced on HiSeq 2500 to generate paired-end 125 bp-long reads.

### Mapping of WGBS reads

TrimGalore (options: --paired --fastqc --illumina; v0.6.2; github.com/FelixKrueger/TrimGalore) was used to determine the quality of sequenced read pairs and to remove Illumina adaptor sequences and low-quality reads/bases (Phred quality score < 20). All adaptor-trimmed paired reads from each species were then aligned to the respective species-specific SNP-corrected *M.zebra* genomes (see above and Supplementary Data 1) and to the lambda genome (to determine bisulfite non-conversion rate) using Bismark^74^ (v0.20.0). The alignment parameters were as follows: 0 mismatch allowed with a maximum insert size for valid paired-end alignments of 500 bp (options: -p5 -N 0 –X 500). Clonal mapped reads (i.e., PCR duplicates) were removed using Bismark’s deduplicate_bismark (see Supplementary Data 1). Mapped reads for the same samples generated on multiple HiSeq runs were also merged.

### Differentially methylated regions (DMR) and comparative analysis

Methylation at CpG sites was called using Bismark’s bismark_methylation_extractor (options: -p --multicore 9 --comprehensive --no_overlap --merge_non_CpG). DMRs (>25% methylation difference, ≥50 bp, ≥4 CG and *p* < 0.05) were predicted using DSS^75^ (v2.32.0). samtools (v1.9) and bedtools (v2.27.1) were used to generate averaged methylation levels across non-overlapping windows of various sizes genome-wide. ggplot2 (v3.3.0) and pheatmap (v1.0.12) were used to visualise methylome data and to produce unbiased hierarchal clustering (Euclidean’s distances and complete-linkage clustering). Spearman’s correlation matrices, Euclidean distances, and principal component analyses (scaled and centred) were produced using R (v3.6.0) functions cor, dist, and prcom, respectively. The minimum read overage requirement at any CpG sites for all analyses—except for DSS-predicted DMRs, for which all read coverage was used—was as follows: >4 and ≤100 non-PCR-duplicate mapped paired-end reads. mCG % levels over 50 bp-long non-overlapping windows for all annotations were averaged for each tissue of each sample. The genome browser IGV (v2.5.2) was used to visualise DNA methylation levels genome-wide (% mCG/CG in 50 bp windows; bigwig format).

### Additional statistics

Kruskal−Wallis H and Dunn’s multiple comparisons tests (using Benjamini−Hochberg correction, unless otherwise specified) were performed using FSA (v0.8.25). Box plots indicate median (middle line), 25th, 75th percentile (box), and 5th and 95th percentile (whiskers) as well as outliers (single points). Violin plots were generated using ggplot2 and represent rotated and mirrored kernel density plots.

### Genomic annotations

The reference genome of *M. zebra* (UMD2a; NCBI genome build: GCF_000238955.4 and NCBI annotation release 104) was used to generate all annotations. Custom annotation files were generated and were defined as follows: promoter regions, TSS ± 500 bp unless otherwise indicated; gene bodies included both exons and introns and other intronic regions, and excluded the first 500 bp regions downstream of TSS to avoid any overlap with promoter regions; transposable elements and repetitive elements (TE) were modelled and annotated, as well as their sequence divergence analysed, using RepeatModeler (v1.0.11) and RepeatMasker (v4.0.9.p2), respectively. Intergenic regions were defined as genomic regions more than 0.5 kbp away from any gene. CpG-rich regions, or CpG islands (CGI), were predicted and annotated using makeCGI (v1.3.4)^76^. The following genomes were used to compare genomic CG contents across different organisms (Supplementary Fig. 5a): honey bee (*A. melifera*, Amel_4.5), nematode (*C. elegans*, WBcel235), *Arabidopsis* (*A. thaliana*, TAIR10), zebrafish (*D. rerio*, GRCz10), Mbuna cichlid *Maylandia zebra* (*M. zebra*, UMD1), West Indian Ocean coelacanth (*L. chalumnae*, LatCha.1), red junglefowl (*G. gallus*, Gall_5), grey whale (*E. robustus*, v1), human (*H. sapiens*, GRCh38.p10), mouse (*M. musculus*, GRCm38.p5), tammar wallaby (*N. eugenii*, Meug1.1). pfDMRs and transposon/repeat elements were assigned to a gene when they were located within gene bodies (from 0.5 kbp downstream TSS), within promoter regions (TSS ± 500 bp) and in the vicinity of genes (0.5−4 kbp away from genes).

### Enrichment analysis

Enrichment analysis was calculated by shuffling each type of DMRs (liver, muscle, tissue) across the *M.zebra* UMD2a genome (accounting for the number of DMRs and length; 1000 iterations). The expected values were determined by intersecting shuffled DMRs with each genomic category. Chi-square tests were then performed for each Observed/Expected (O/E) distribution. The same process was performed for TE enrichment analysis.

### Gene Ontology (GO) enrichment analysis

All GO enrichment analyses were performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost; version: e104_eg51_p15_3922dba [September 2020]). Only annotated genes for *Maylandia zebra* were used with a statistical cut-off of FDR < 0.05 (unless otherwise specified).

### Sequence divergence

A pairwise sequence divergence matrix was generated using a published dataset^36^. Unrooted phylogenetic trees and heatmap were generated using the following R packages: phangorn (v.2.5.5), ape_5.4-1 and pheatmap (v.1.0.12).

### Total RNA extraction and RNA sequencing

In brief, for each species, 2-3 biological replicates of liver and muscle tissues were used to sequence total RNA (see Supplementary Fig. 1 for a summary of the method and Supplementary Table 1 for sampling size). The same specimens were used for both RNAseq and WGBS.

RNAseq libraries for both liver and muscle tissues were prepared using ~5−10 mg of RNA*later*-preserved homogenised liver and muscle tissues. Total RNA was isolated using a phenol/chloroform method following the manufacturer’s instructions (TRIzol, ThermoFisher). RNA samples were treated with DNase (TURBO DNase, ThermoFisher) to remove any DNA contamination. The quality and quantity of total RNA extracts were determined using NanoDrop spectrophotometer (ThermoFisher), Qubit (ThermoFisher), and BioAnalyser (Agilent). Following ribosomal RNA depletion (RiboZero, Illumina), stranded rRNA-depleted RNA libraries (Illumina) were prepped according to the manufacturer’s instructions and sequenced (paired-end 75bp-long reads) on HiSeq2500 V4 (Illumina) by the sequencing facility of the Wellcome Sanger Institute. Published RNAseq dataset^36^ for all *A. calliptera* sp. Itupi tissues were used (NCBI Short Read Archive BioProjects PRJEB1254 and PRJEB15289).

### RNAseq reads mapping and gene quantification

TrimGalore (options: --paired --fastqc --illumina; v0.6.2; https://github.com/FelixKrueger/TrimGalore) was used to determine the quality of sequenced read pairs and to remove Illumina adaptor sequences and low-quality reads/bases (Phred quality score <20). Reads were then aligned to the *M. zebra* transcriptome (UMD2a; NCBI genome build: GCF_000238955.4 and NCBI annotation release 104) and the expression value for each transcript was quantified in transcripts per million (TPM) using kallisto^77^ (options: quant --bias -b 100 -t 1; v0.46.0). For all downstream analyses, gene expression values for each tissue were averaged for each species.

To assess transcription variation across samples, a Spearman’s rank correlation matrix using overall gene expression values was produced with the R function cor. Unsupervised clustering and heatmaps were produced with R packages ggplot2 (v3.3.0) and pheatmap (v1.0.12; see above). Heatmaps of gene expression show scaled TPM values (*Z*-score).

### Differential gene expression (DEG) analysis

Differential gene expression analysis was performed using sleuth^78^ (v0.30.0; Wald test, false discovery rate adjusted two-sided *p*-value, using Benjamini−Hochberg <0.01). Only DEGs with gene expression difference of ≥50 TPM between at least one species pairwise comparison were analysed further.

### Correlation between methylation variation and differential transcriptional activity

To study the correlation between methylome and gene expression levels (Fig. 1e and Supplementary Fig. 7), genes were binned into 11 categories based on their expression levels (increasing gene expression levels, from category 1 to 10); cat “OFF” grouped silent/not expressed genes, i.e., TPM = 0 in all replicates for a particular species. RL liver (*n* = 2 biological replicates): 10 ‘ON’ categories, *n* = 2,129 each; 1 ‘OFF’ category, *n* = 5,331. 

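In the deposited table, 6747 genes were at 0 TPM in both RL livers (n = 2) and 8480 were under 0.1 TPM in both. Genes at 0 TPM depend on the number of replicates, since each further library can only remove genes from the set. The paper's categories for RL liver, MZ liver and RL muscle each add up to fewer genes than the 29676 listed here. Its counts of silent genes therefore start from another set of genes.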

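For the 3 MZ livers, 5824 of the genes in the table were at 0 TPM in all, and 7802 were under 0.1 TPM in all. Taking 2 of the 3 livers at a time gave between 6486 and 6983 genes.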

MZ liver (*n* = 3 biological replicates): 10 ‘ON’ categories, *n* = 2,199 each; 1 ‘OFF’ category, *n* = 4,704. 

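For the muscles of RL 2 and RL 3, the fish that also have a muscle methylome, 7364 genes were at 0 TPM in both, and 8108 were under 0.1 TPM in both. Over all 3 RL muscles of the table, 6430 genes were at 0 TPM. The paper uses fewer RL muscles without saying which fish these were or giving a reason. Other pairs of the 3 muscles gave 7368 and 7634 genes.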

RL muscle (*n* = 2 biological replicates): 10 ‘ON’ categories, *n* = 2,101 each; 1 ‘OFF’ category, *n* = 4,622. Promoters (500 bp ± TSS) and gene bodies were also binned into 10 categories according to methylation levels (0−100% average methylation levels, by 10% DNA methylation increment); RL liver (*n* = 2 biological replicates), 11 categories, *n* ranging from 34 to 11,202 per category. MZ liver (*n* = 3 biological replicates), 11 categories, *n* ranging from 28 to 11,192 per category. RL muscle (*n* = 2 biological replicates), 11 categories, *n* ranging from 60 to 9,946 per category. Categories were generated using the R script tidyverse (v1.3.0) and graphs were generated using deepTools v.3.2.1. TPM values and methylation levels were averaged for each tissue and each species.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary File

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. All raw sequencing reads (WGBS, RNAseq, and SNP-corrected genomes), and processed data generated in the course of this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE158514. Sample accessions are listed in Supplementary Data 1. In addition, variant call files (for SNP-corrected genomes and pairwise whole-genome sequence divergence), as well as RNAseq for *A. calliptera* tissues were downloaded from NCBI Short Read Archive BioProjects PRJEB1254 and PRJEB15289. The source data are provided with this paper.

# Supplementary material for: Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes
**Source:** Nat Commun. 2021 Oct 7;12:5870. doi: 10.1038/s41467-021-26166-2
**Supplement:** Supplementary file 1 — Supplementary Information

# Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes

Grégoire Vernaz\*, Milan Malinsky, Hannes Svardal, Mingliu Du, Alexandra M. Tyers, M. Emília Santos, Richard Durbin, Martin J. Genner, George F. Turner & Eric A. Miska

## Table of Contents

|                                                  |           |
|--------------------------------------------------|-----------|
| <b>Supplementary Figures</b> .....               | <b>2</b>  |
| <b>Supplementary Notes</b> .....                 | <b>16</b> |
| BISULFITE CONVERSION AND WGBS READ MAPPING ..... | 16        |
| CPG ISLANDS IN LAKE MALAWI CICHLID GENOME .....  | 16        |
| <b>Supplementary Tables</b> .....                | <b>17</b> |

## Supplementary Figures

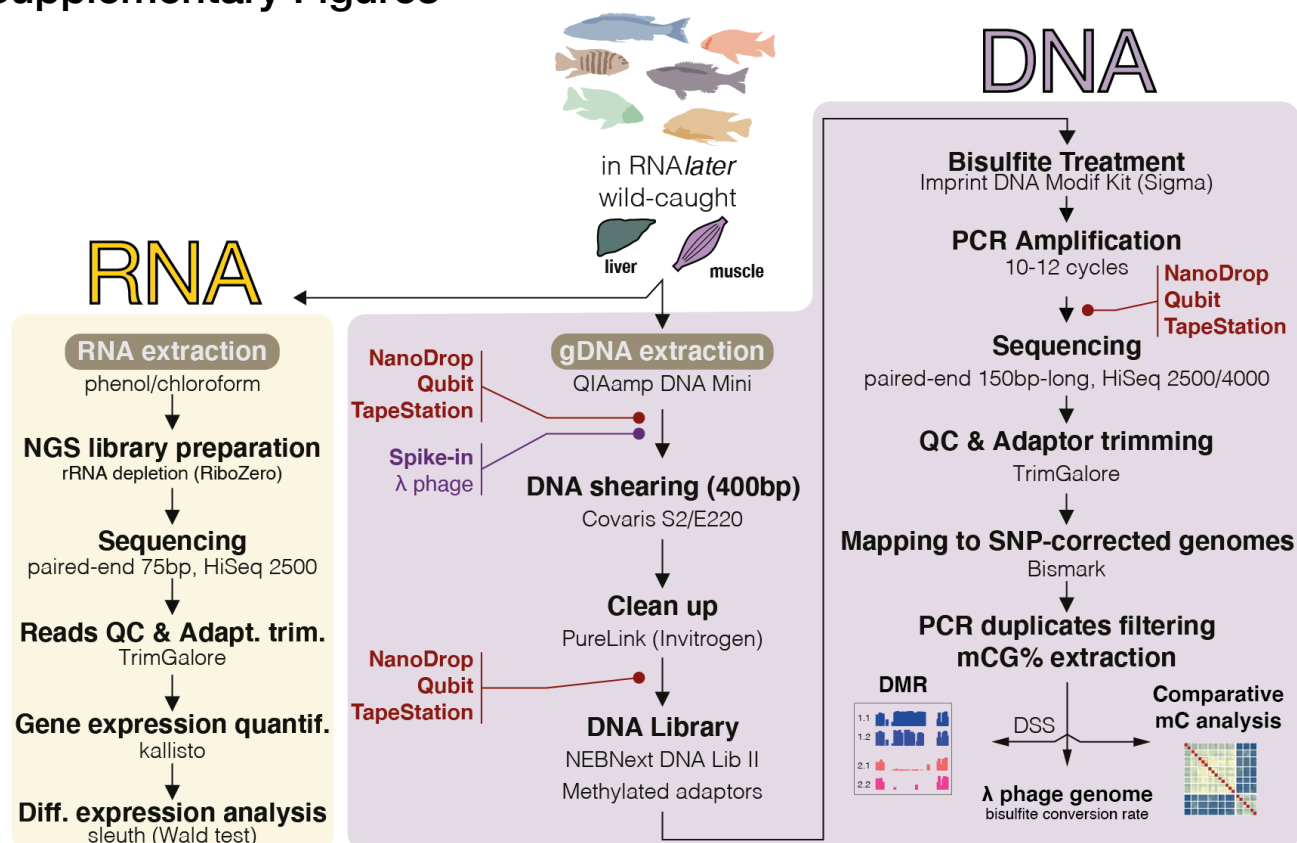

**Supplementary Figure 1. Experimental design.** Diagram of the main methods used to simultaneously generate total transcriptome sequencing (RNAseq) and whole-genome bisulfite sequencing (WGBS) datasets from liver and muscle tissues of the same wild-caught cichlid samples. Bulk whole-tissue sequencing was carried out to assess whole-tissue methylome and transcriptome variation between Lake Malawi cichlid species. See Fig.1c and Supplementary Table 1 for sample size information.

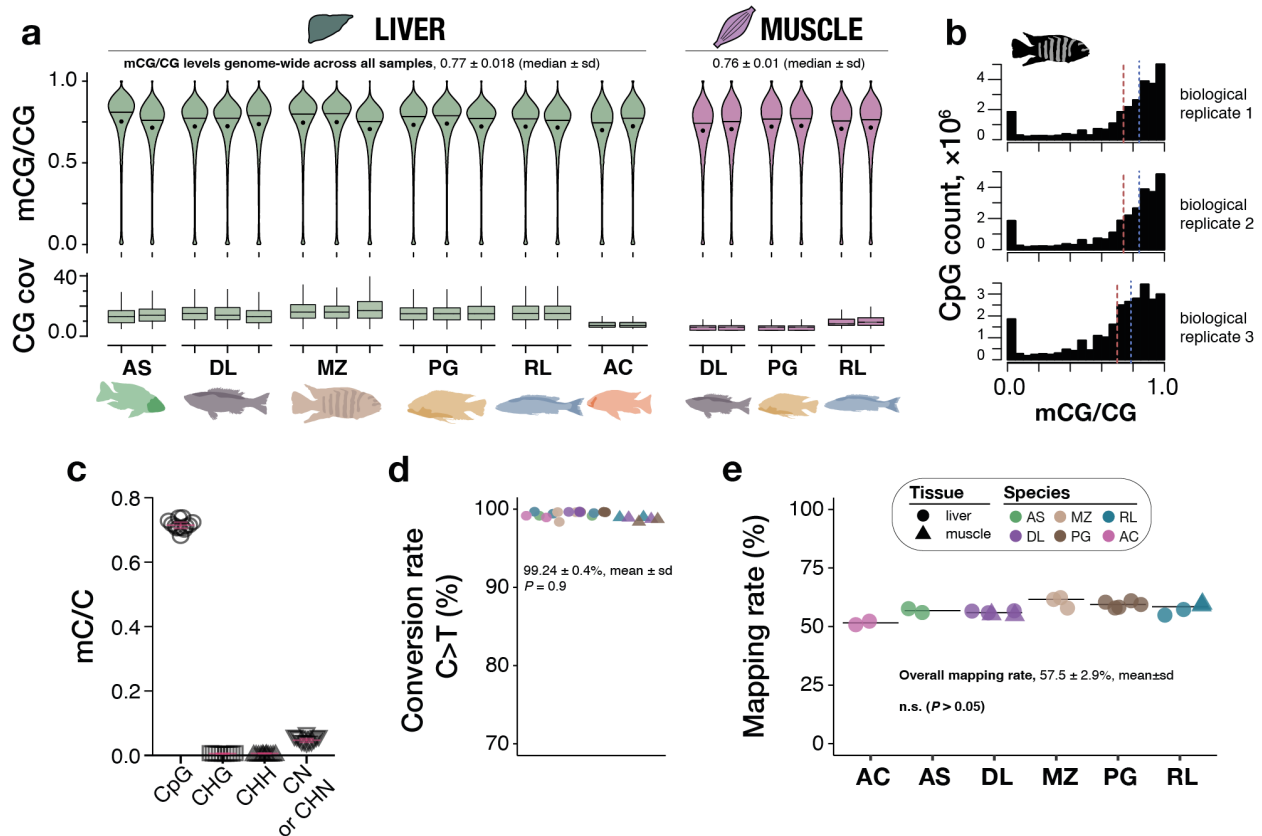

### Supplementary Figure 2. Genome-wide DNA cytosine methylation levels in Lake Malawi cichlids. a.

**Upper:** Violin plots showing the distribution of mCG/CG levels averaged in 1kbp windows genome-wide in both liver (green) and muscle (pink) tissues for all individual biological replicates per species. Black circles indicate mean values. Black lines indicate median values. **Lower:** boxplots showing sequencing coverage at all mapped CG sites for each biological replicate per species (only uniquely mapped, non-PCR duplicate reads shown, with  $\geq 5$  and  $\leq 100$  sequencing coverage at CG dinucleotides; 24.2 million CG dinucleotide sites).

**b.** Bar plots of mC levels at individual mapped CG dinucleotides in the three *M. zebra* liver biological replicates. **c.** Percentage of methylated C (mC) over total C in different sequence contexts in all samples ( $N=21$  data points). 25<sup>th</sup>, 50<sup>th</sup> and 75<sup>th</sup> percentiles are indicated in red. H stands any base except for G; N for any base. **d.** Bisulfite conversion rates (%) were calculated in all samples using spiked-in unmethylated lambda DNA (See Methods and Supplementary Notes) and were not significantly different across samples (two-sided  $P$  value for Kruskal Wallis test,  $P = 0.9$ ,  $N = 21$ ). **e.** Mapping efficiencies of all WGBS samples using species-specific SNP-corrected versions of the *Maylandia zebra* reference genome (UMD2a; see Methods; % of total paired-end 150bp-long reads). Black lines represent median values. Mapping rates were not significantly different across samples (two sided  $P$  values for Dunn's Kruskal Wallis tests with Bonferroni multiple testing correction, two-sided  $P > 0.09$ ). RL, *Rhamphochromis longiceps*; DL, *Diplotaxodon limnothrissa*; MZ, *Maylandia zebra*; PG, *Petrotilapia genalutea*; AS, *Aulonocara stuartgranti*; AC, *Astatotilapia calliptera* sp. Mbaka. WGBS samples:  $n = 3$  biological replicates for liver DL, MZ and PG;  $n = 2$  biological samples for liver AS, AC and RL, and muscle DL, PG and RL. All box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points)

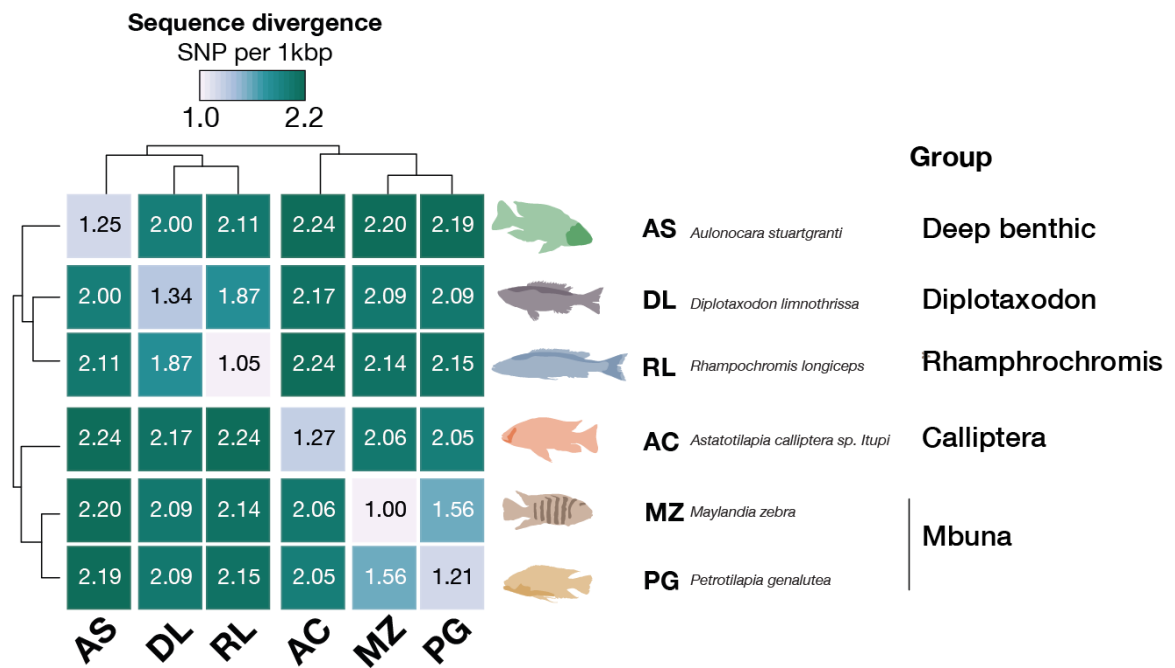

**Supplementary Figure 3. Sequence divergence in Lake Malawi cichlid species part of this study.** Heatmap of pairwise genome-wide sequence divergences (SNP per 1kbp). Data from Malinsky et al. 2018.

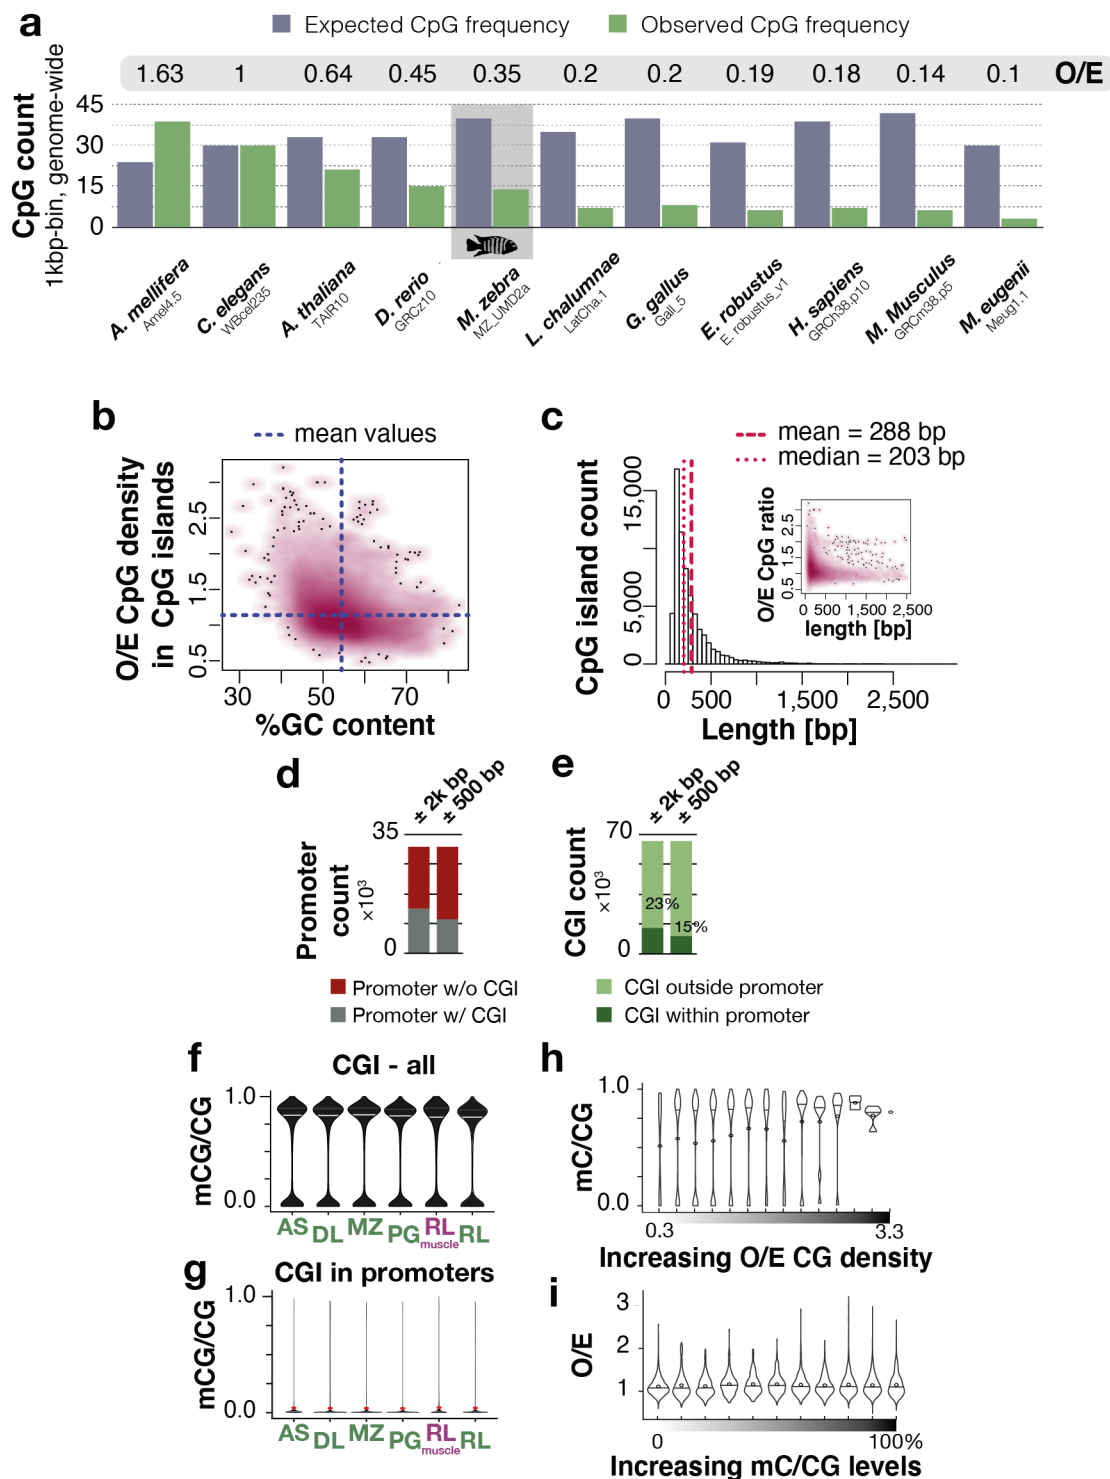

**Supplementary Figure 5. Predicted CpG islands (CGIs) in Lake Malawi genome.** **a.** Bar plots showing Observed/Expected (O/E) for CG content per kbp genome-wide across different species. O/E ratios shown above graphs. **b.** Scatter plot of CG content (%) against O/E at predicted CGIs ( $n=66,106$ ) in MZ\_UMD2a (MZ) reference genome. **c.** Histogram of CGI lengths in bp in MZ genome. Inlet graph, scatter plot showing CGI length (bp) against CpG density in CGI (O/E). Scatter plot colour density obtained through 2D kernel density estimate for b.-c. **d.** Count of promoter regions (TSS  $\pm 500$ bp and TSS  $\pm 2$ kbp) containing predicted CGIs in MZ genome. **e.** Count of predicted CGIs within promoters (either TSS  $\pm 500$ bp or TSS  $\pm 2$ kbp). **f.-g.** Violin plots of mC levels in all predicted CGIs (f.) and in CGIs within promoters (g.) in all samples (averaged by species; liver samples in green, muscle in purple)  $n = 3$  biological replicates for livers of MZ, DL, PG;  $n = 2$  biological replicates for AS and RL samples. **h.** mC levels in all CGIs according to CG frequency (increasing observed/expected CG content) in MZ liver ( $n = 3$  biological replicates). **i.** Violin plots of CG content levels per mC level categories at predicted CGIs in MZ liver ( $n = 3$  biological replicates). Horizontal lines and dots in all violin plots represent median and mean values, respectively

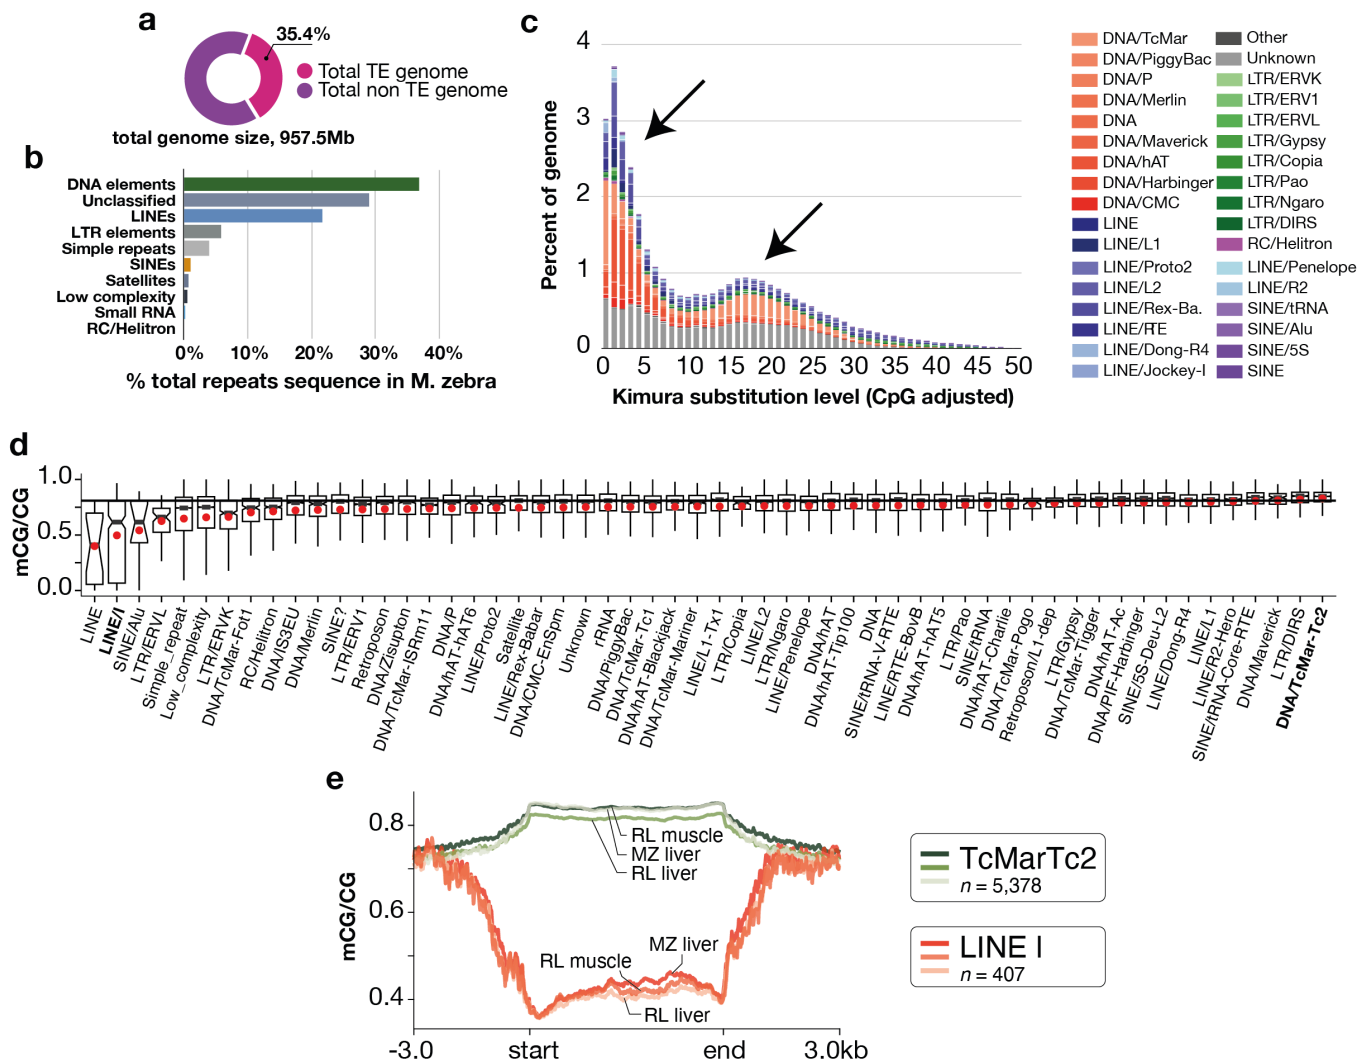

**Supplementary Figure 6. Genomic landscape of transposable elements and repeats in Lake Malawi cichlid *Maylandia zebra* UMD2a genome.** **a.** Proportion of TE (transposable elements and repeats) sequences predicted in *Maylandia zebra* (MZ) genome using RepeatModeler and RepeatMasker (see Methods). **b.** Percentage of total TE sequences for each TE category. **c.** Landscape of TEs in MZ genome. TEs are classified into known TE categories and according to sequence divergence from consensus sequences (Kimura substitution levels, analogous to TE age). Two distinct waves of burst of TE activity are indicated by black arrows. Graphs produced using RepeatModeler. **d.** Boxplot showing the average mC levels across transposable elements and repeat sequences predicted in MZ genome (average mCG/CG in  $n = 3$  biological replicates, liver). Red dots indicate mean values. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). The black horizontal line indicates genome-wide average mC levels in MZ liver ( $n = 3$  biological replicates). **e.** Average mCG/CG levels over two examples of transposon subfamilies predicted in the genome of *M. zebra*, namely the DNA transposon Tc2-mariner (green) and the retrotransposon LINE I (orange) in muscle of RL (*Rhamphochromis longiceps*,  $n = 2$  biological replicates) and livers of both MZ ( $n = 3$  biological replicates) and RL ( $n = 2$  biological replicates). Counts ( $n$ ) of genomic elements for each TE subfamily predicted in the genome of MZ indicated at the bottom of the legend caption.

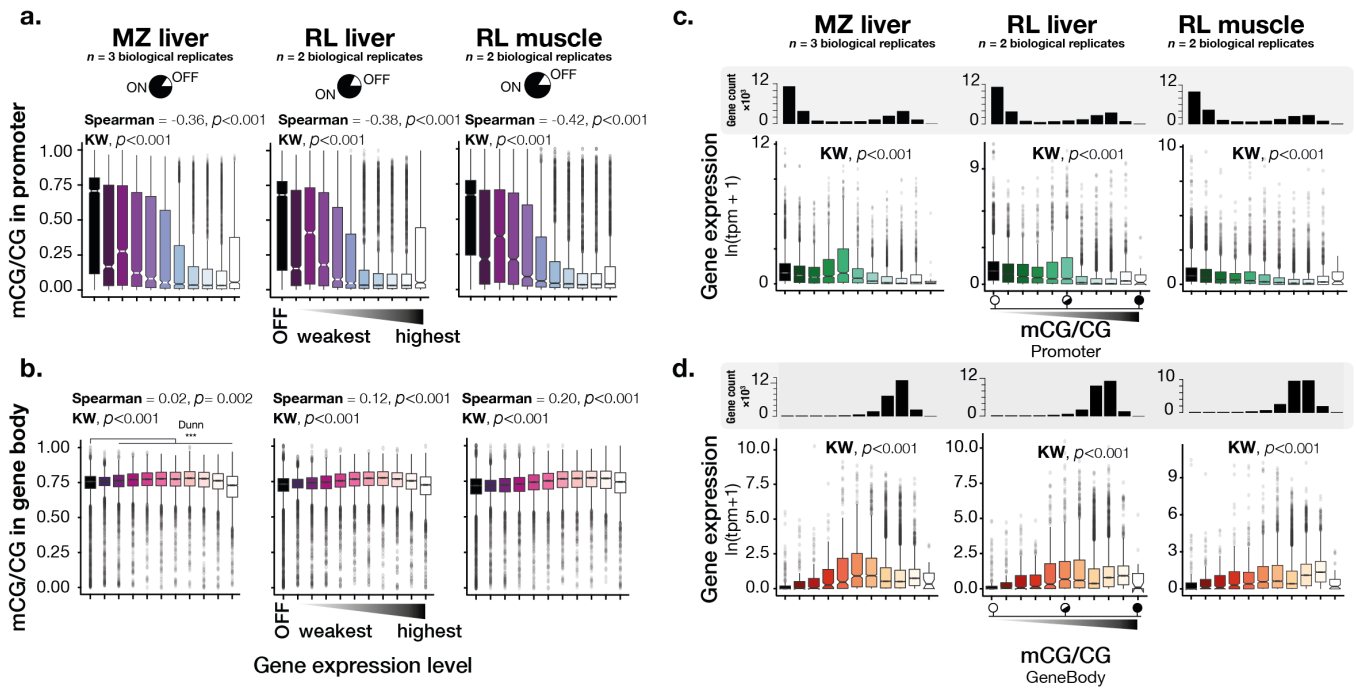

**Supplementary Figure 7. DNA methylation at promoter regions and gene bodies is significantly associated with differential gene expression activity.** **a, b.** Boxplots representing methylation levels (mCG/CG) at promoters (TSS  $\pm$  500bp; **a.**) and gene bodies (**b.**) according to gene expression levels in liver and muscle tissues. Genes were grouped into 11 categories (2,103 genes in all): one category for unexpressed/silent genes ("OFF") and 10 'ON' categories of increasing transcriptional activity (gene counts in each 'ON' category,  $n=2,103$ ). Pie charts represent the number of silent/unexpressed ('OFF') and of expressed genes ('ON'). Gene expression levels are averaged transcript per million (TPM) values per gene per tissue per species. Methylation values are averaged mCG/CG ratios per loci per species (see below for  $n$  numbers). Scores for Spearman's rank correlation tests (between transcriptome activity and methylome level), as well as scores and two-sided  $P$ -values for Kruskal-Wallis (KW) followed by Dunn's multiple testing correction (between all categories) are indicated above boxplots ( $P < 0.001$  for all tests). **c, d.** Boxplots representing gene expression levels for different methylation level categories in promoters (**c.**) and gene bodies (**d.**). Two-sided  $P$ -values for Kruskal-Wallis followed by Dunn's multiple testing correction (KW; between all categories) are indicated above boxplots ( $P < 0.001$  for all tests). Promoters (**b.**) and gene bodies (**d.**) are grouped into categories based on their methylation levels (10 categories, from 0-100%;  $n$  values for number of genes in each category are shown in the bar plots above each graph series). x-axes represent averaged TPM values per species for each category. MZ and RL stand for *Maylandia zebra* and *Rhamphochromis longiceps*, respectively. For all graphs,  $n = 3$  biological replicates for liver MZ (transcriptome and methylome datasets) and liver RL (transcriptome);  $n = 2$  biological replicates for liver RL (methylome and transcriptome datasets). All box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points).

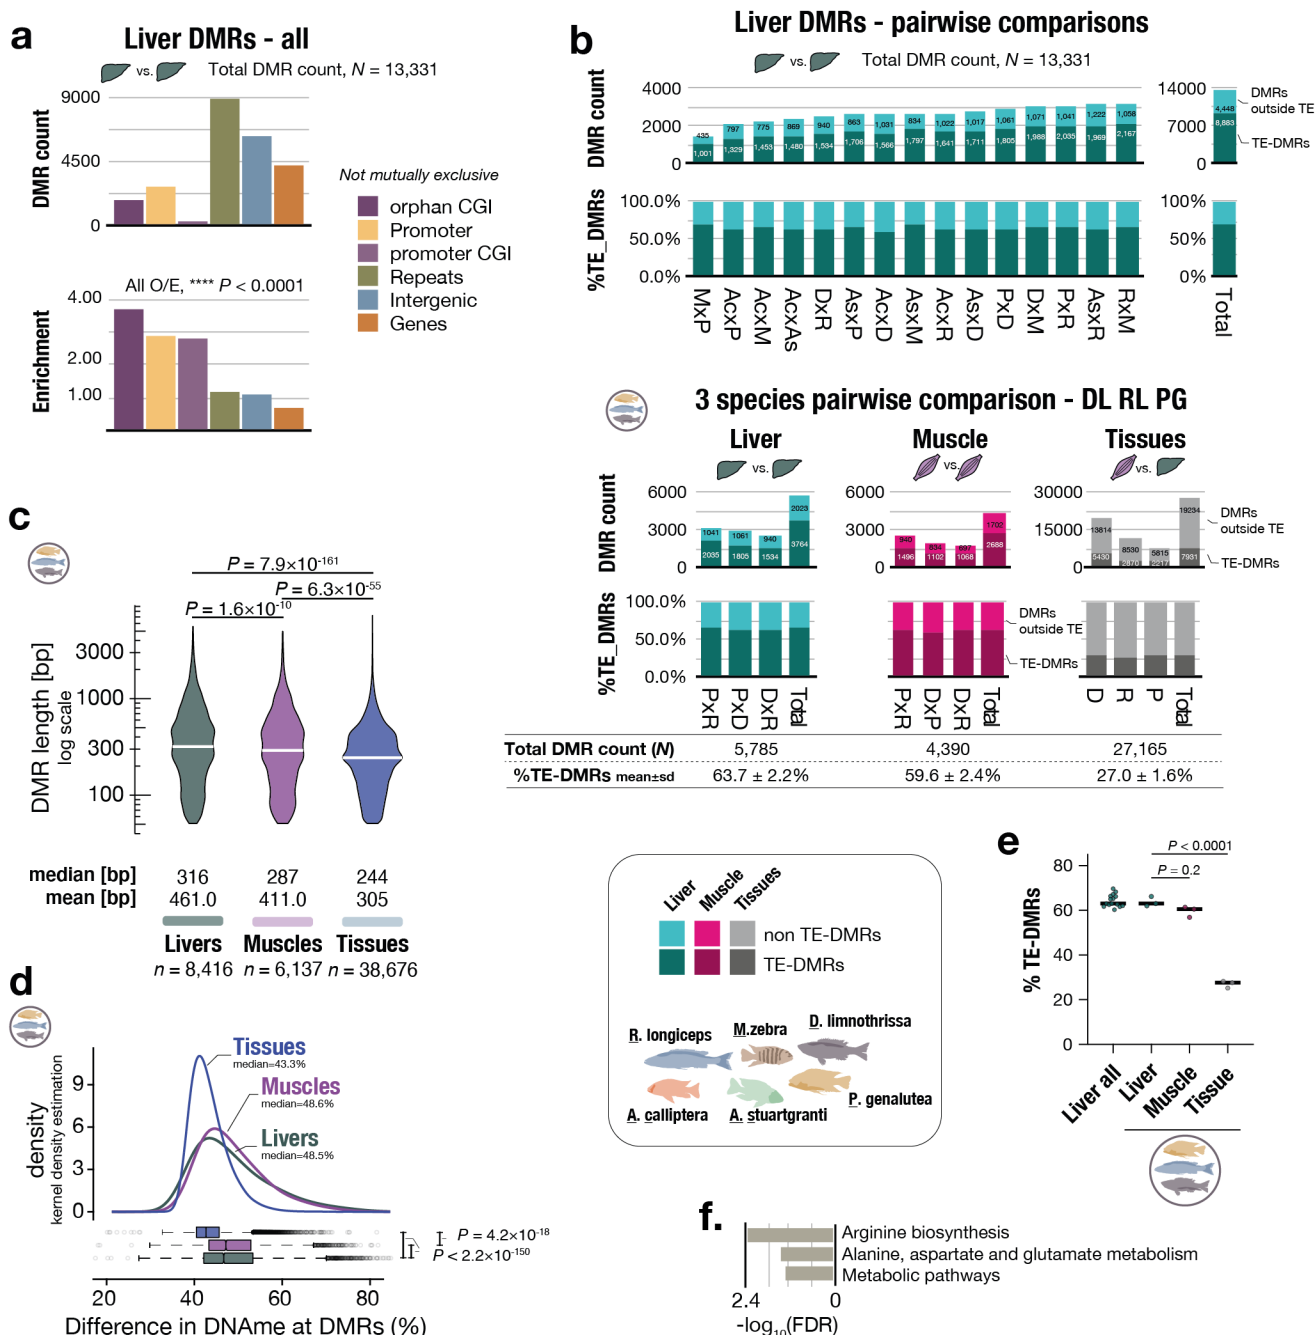

**Supplementary Figure 8. DMR count and enrichment of DMRs in different genomic locations.** **a.** Bar plots showing the total number of predicted between-species liver DMRs (upper graph) among the six cichlid species and the enrichment (observed/expected over chance; lower graph) in different genomic regions - non-mutually exclusive categories. DMRs with  $\geq 25\%$  overall methylation difference between  $>1$  pairwise comparison ( $p < 0.05$ ) only are analysed further. CGI, CpG islands.  $\chi^2$  tests,  $P < 0.0001$  for all O/E comparisons. **b.** Bar plots of the total number of DMRs predicted between each pairwise comparison for the six species (upper graphs). The proportion of DMRs for each species pairwise comparison localised in TE regions (TE-DMRs) is shown with a darker colour for each bar plot. Bar plots showing the percentage of TE-DMRs for each pairwise comparison (lower graphs). Lower panel shows the same plots for the three species comparison (RL, DL, PG) for which both muscle and liver WGBS data were available. **c.** Violin plots of the length (in bp) of all DMRs found between livers, between muscles and between tissues of the three species (RL, DL, PG). Median (white lines) and mean values of DMR length are given below each plot. Logarithmic scale for y-axis. Two-sided  $P$ -values for Dunn's Kruskal Wallis multiple tests (Bonferroni method) shown. **d.** Distribution plot (kernel density estimation) of mean DNA methylation difference (converted to absolute % values) between DMRs found between livers ( $n = 8,416$ ), muscles ( $n = 6,137$ ) and tissues ( $n = 38,876$ ) of the three species (RL, DL, PG). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as

outliers (single points), and are shown at the bottom (two-sided Bonferroni-corrected  $P$  values for Dunn's multiple tests shown for each comparison). Tissues vs Muscles,  $P = 4.2 \times 10^{-18}$ , Muscles vs Liver, and Tissues vs Livers,  $P = 2.2 \times 10^{-150}$ . **e.** Percentage of DMRs containing repeats/transposon elements (TE) for each DMR class ( $P$ -values for one-way ANOVA with Tukey's multiple comparison test shown above graphs). Black lines represent median values. **f.** Gene ontology enrichment analysis (KEGG terms only) for TE-DMRs located in promoter regions.  $n = 3$  biological replicates for liver MZ, PG and DL;  $n = 2$  biological replicates for liver AC, AS and RL, and muscle RL, DL and PG. Only GO terms with  $P < 0.05$  (Benjamini-Hochberg false discovery rate [FDR]-corrected p-values) are shown.

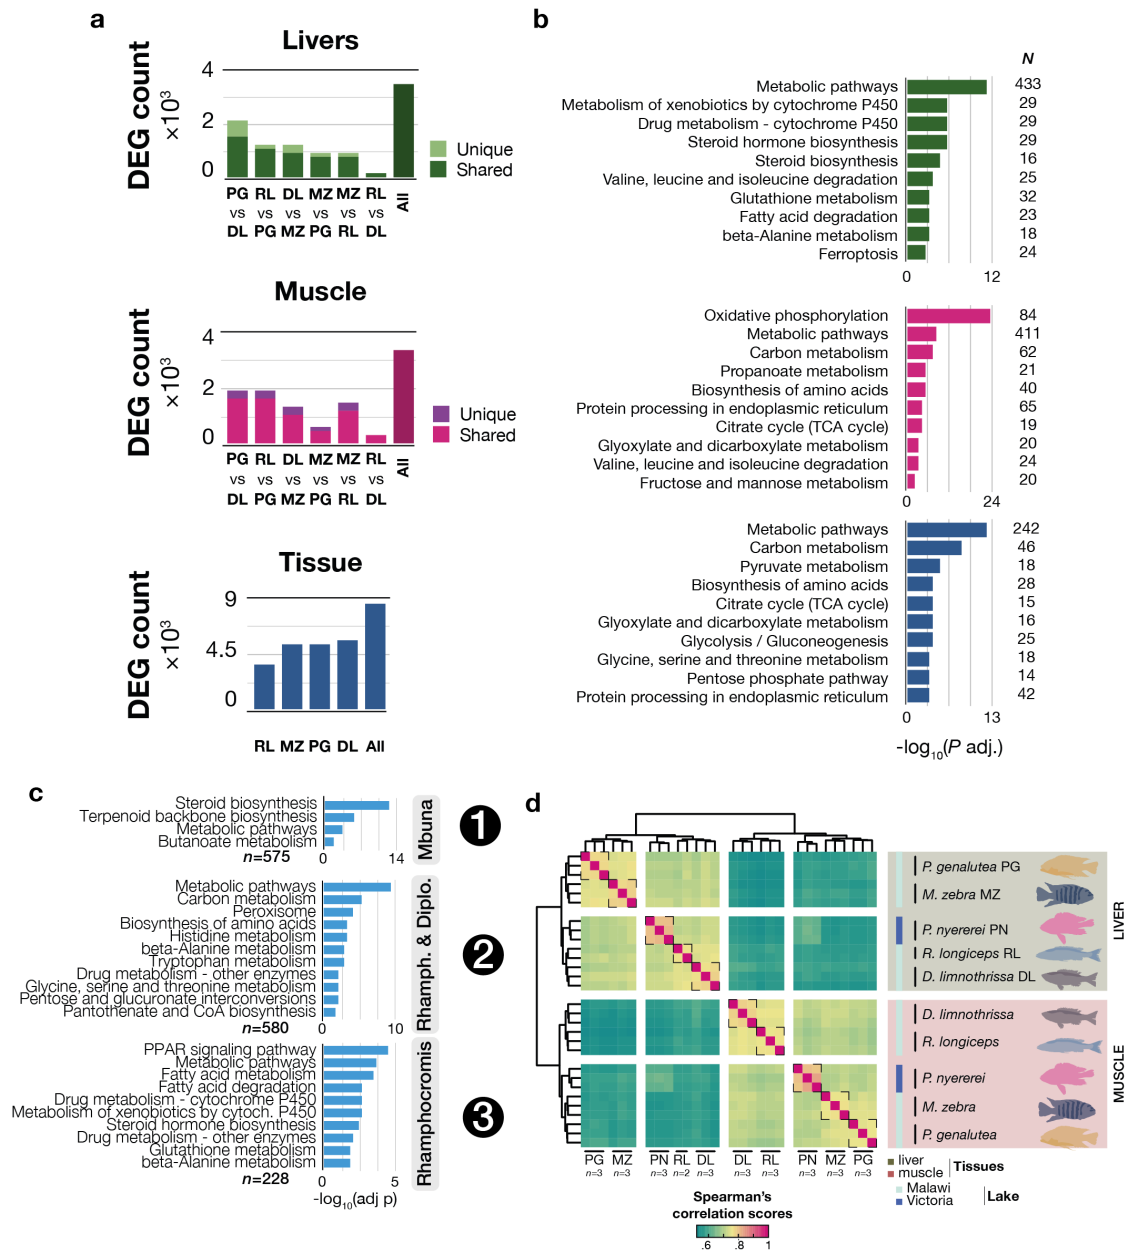

**Supplementary Figure 9. Transcriptome variation in Lake Malawi cichlids.** **a.** Total counts of differentially expressed genes (DEG) among liver (top; green), muscle (middle; red) and tissue (bottom; blue) transcriptomes for each pairwise comparison. Overall (All) counts shown for DEGs found in at least one pairwise comparison,  $n = 3,437$  for Livers;  $n = 3,250$  for Muscles;  $n = 8,258$  for Tissues;  $FDR < 0.01$ . **b.** GO enrichment analysis for liver (green, top), muscle (red, middle) and tissue (blue, bottom) DEGs - top 10 KEGG terms shown only. **c.** GO enrichment analysis for each DEG cluster shown in Fig. 3a. Only GO terms with  $P < 0.05$  (Benjamini-Hochberg false discovery rate [FDR]-corrected  $P$ -values) are shown.  $N$  indicates the number of genes within each GO term category **d.** Heatmap and unsupervised hierarchical clustering based on whole transcriptome variation (using all annotated transcripts in *M. zebra* UMD2a) in both liver and muscle tissues of Lake Malawi cichlids. Spearman's rank correlation scores and Euclidean distances plotted (tree). Lake Victoria cichlid species, *Pundamilia nyererei* PN, was used as an outgroup species.

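In the 12 muscles, 3 of each species, 18101 genes passed the filter and 3212 (17.7%) were differentially expressed in at least 1 pair of species, with 2140 between PG and RL, 1921 between DL and PG, 1054 between MZ and RL, 615 between DL and MZ, 205 between MZ and PG and 88 between DL and RL. A difference of at least 50 TPM was not run in muscle. Of the other alternatives, an adjusted p under 0.05 moved the number most, to 7131, and it was 2067 without PG replicate 3. With quantile normalization, the share of genes higher in the first species of the pair changed from 59.4% to 48.1% for DL and PG, from 61.4% to 47.7% for DL and RL, from 38.5% to 26.0% for MZ and PG, and from 71.5% to 56.0% for MZ and RL. Single replicates moved it as well: without PG replicate 2, 660 of 1383 genes were higher in DL than in PG, without RL replicate 1, 32 of 79 were higher in DL than in RL, and without DL replicate 2, 210 of 349 were higher in DL than in MZ, against 288 of 615 with all libraries. Quantile normalization took the median log2 difference of all muscle genes from 0.17 to -0.007 between DL and RL. Between MZ and RL it went from 0.07 to -0.06, and between DL and PG from 0.21 to 0.09. Between liver and muscle, 20549 genes were tested over the 23 libraries, and 11076 were differentially expressed in at least 1 species: 7384 in MZ, 7129 in DL, 6486 in PG and 6240 in RL. Of these, 3462 were called in every species. Most were higher in muscle, with 1765 higher in liver in MZ, 2498 in DL, 2309 in PG and 2133 in RL. Without MZ liver replicate 1, 1894 of 6168 genes called in MZ were higher in liver. Quantile normalization was not run between tissues, so how far this direction depends on the scaling of the libraries is unknown. Between tissues, the alternatives that keep every library were the fish as a block, a pseudocount of 0.1 and a mean of at least 5 TPM. The last moved the number of 11076 genes most, to 5718. Both tables add up to the same total per library and list the same genes, and they were put in one fit without scaling the tables to each other.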

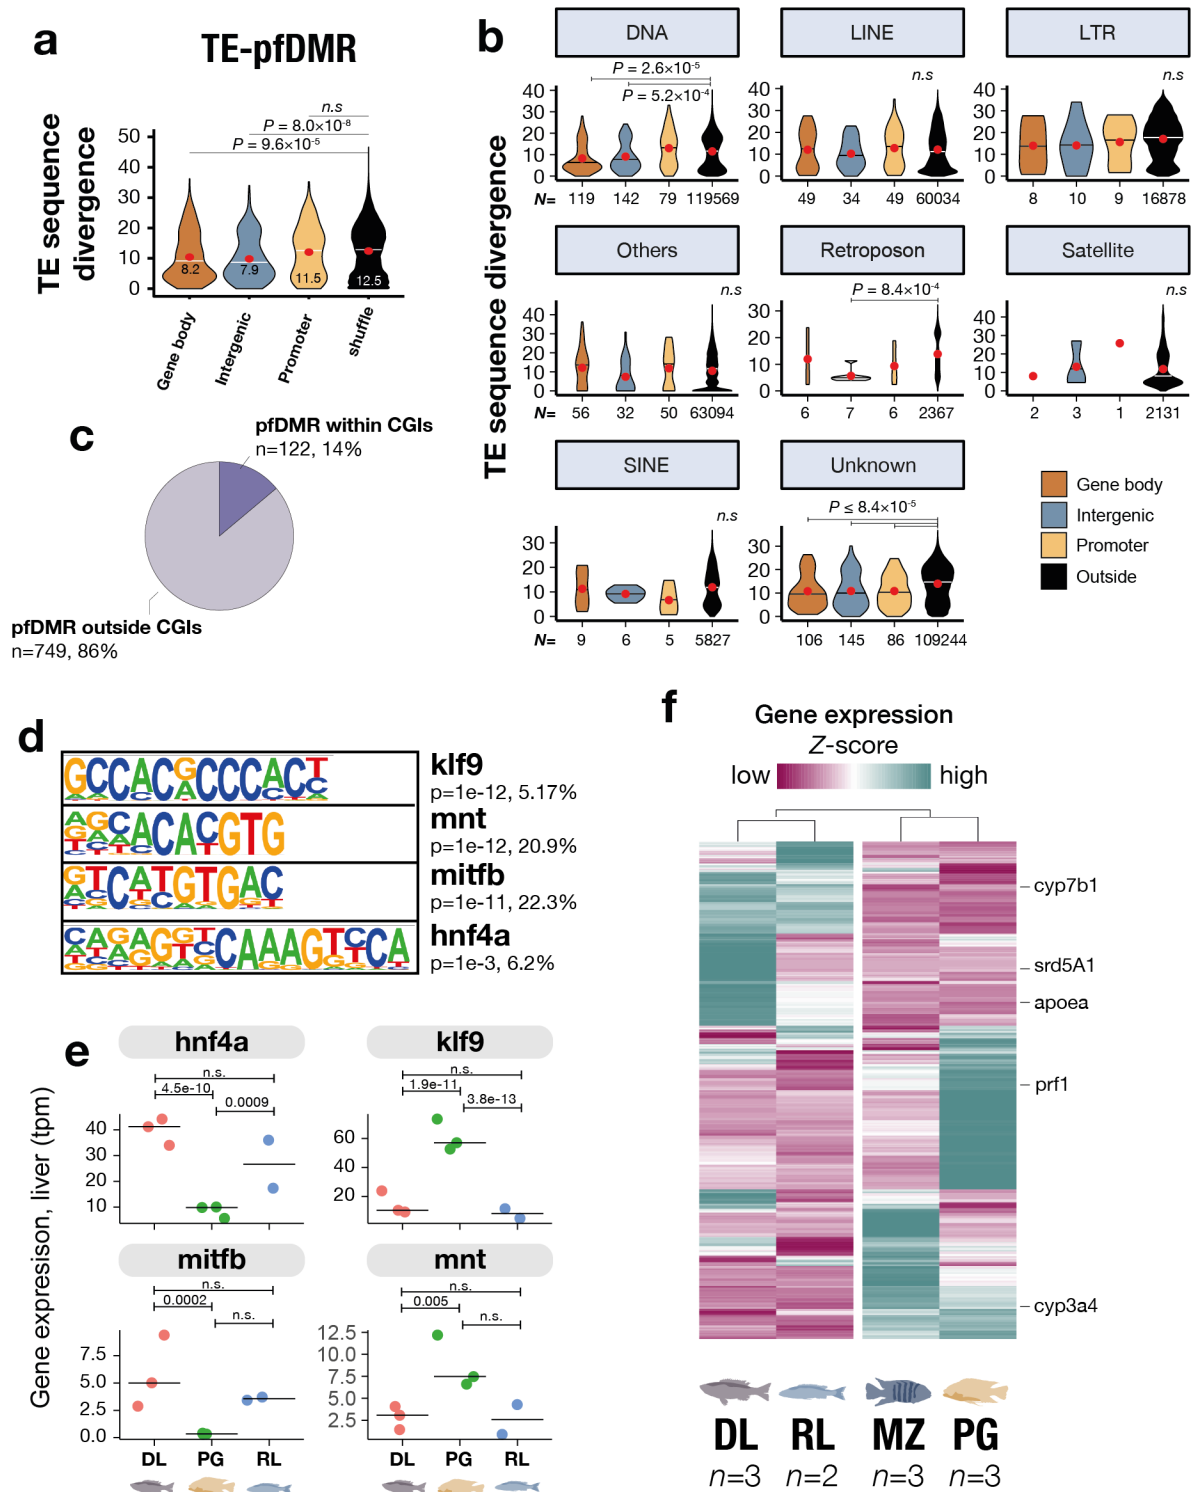

**Supplementary Figure 10. Putative functional (pf) DMRs are enriched in young transposable and repetitive elements (TE) and for liver-specific transcription factors binding sites, but not in CGIs.** **a.** Violin plots representing the distribution of TE sequence divergence (Kimura CpG-adjusted substitution levels; TE ages) for TEs associated with pfDMRs in each genomic feature (intergenic stands for intergenic regions, that is outside TSS  $\pm$  1 kbp regions and gene bodies). White lines represent median values, red circles indicate mean values. Two-sided  $P$ -values for Kruskal–Wallis tests with Dunn’s multiple comparison correction (Bonferroni method) are shown above each plot. Shuffle vs Gene body,  $P = 9.6 \times 10^{-5}$ , Shuffle vs Intergenic,  $P = 8.0 \times 10^{-8}$ . n.s.,  $P > 0.05$ . **b.** Violin plots showing the distribution of TE sequence divergence (Kimura CpG-adjusted substitution levels; TE ages) for TE sequences associated with pfDMRs in each genomic feature and for each TE family. Two-sided  $P$ -values for Kruskal–Wallis tests with Dunn’s multiple comparison correction (Bonferroni method) are shown above each plot. n.s., not significant ( $P > 0.05$ ). pfDMRs are statistically associated with younger TEs in the case of DNA transposons (only for pfDMRs in intergenic regions and gene bodies,  $P =$

$5.2 \times 10^{-4}$  and  $2.6 \times 10^{-5}$ , respectively), retroposons (only for pfDMRs in intergenic regions,  $P = 8.4 \times 10^{-4}$ ), and unknown/unclassified TEs (for pfDMRs in all the three genomic features,  $P = 9.8 \times 10^{-8}$  [promoter],  $P = 8.4 \times 10^{-5}$  [intergenic],  $P = 3.2 \times 10^{-11}$  [gene body]). White lines represent median values, red circles indicate mean values. **c.** Pie charts summarising the proportion of pfDMRs localised in CpG islands (CGI). **d.** pfDMRs show significant enrichment for binding motifs (using HOMER) for differentially expressed TF genes in livers of Lake Malawi cichlid fish, with functions associated with hepatic gene expression regulation and liver functions, such as lipid homeostasis. *klf9*, krueppel-like factor 9; *mnt*, max-binding protein MNT; *mitfb*, microphthalmia-associated transcription factor; *hnf4a*, Hepatocyte nuclear factor 4 alpha. **e.** Graphs showing gene expression levels (transcript per million) in three Lake Malawi cichlid species for four TF whose binding motifs are enriched in pfDMRs. Two-sided  $q$  values (Bonferroni adjusted) for Wald tests shown above each graph (see Methods). Black lines represent median values. **g.** Heatmap of transcriptional activity in livers of genes associated with liver pfDMRs. z-score, averaged tpm values in liver for each species ( $n = 767$ ). Examples of genes are indicated on the right.  $n = 3$  biological replicates for liver MZ, PG and DL (RNAseq),  $n = 2$  biological replicates for liver RL (RNAseq).

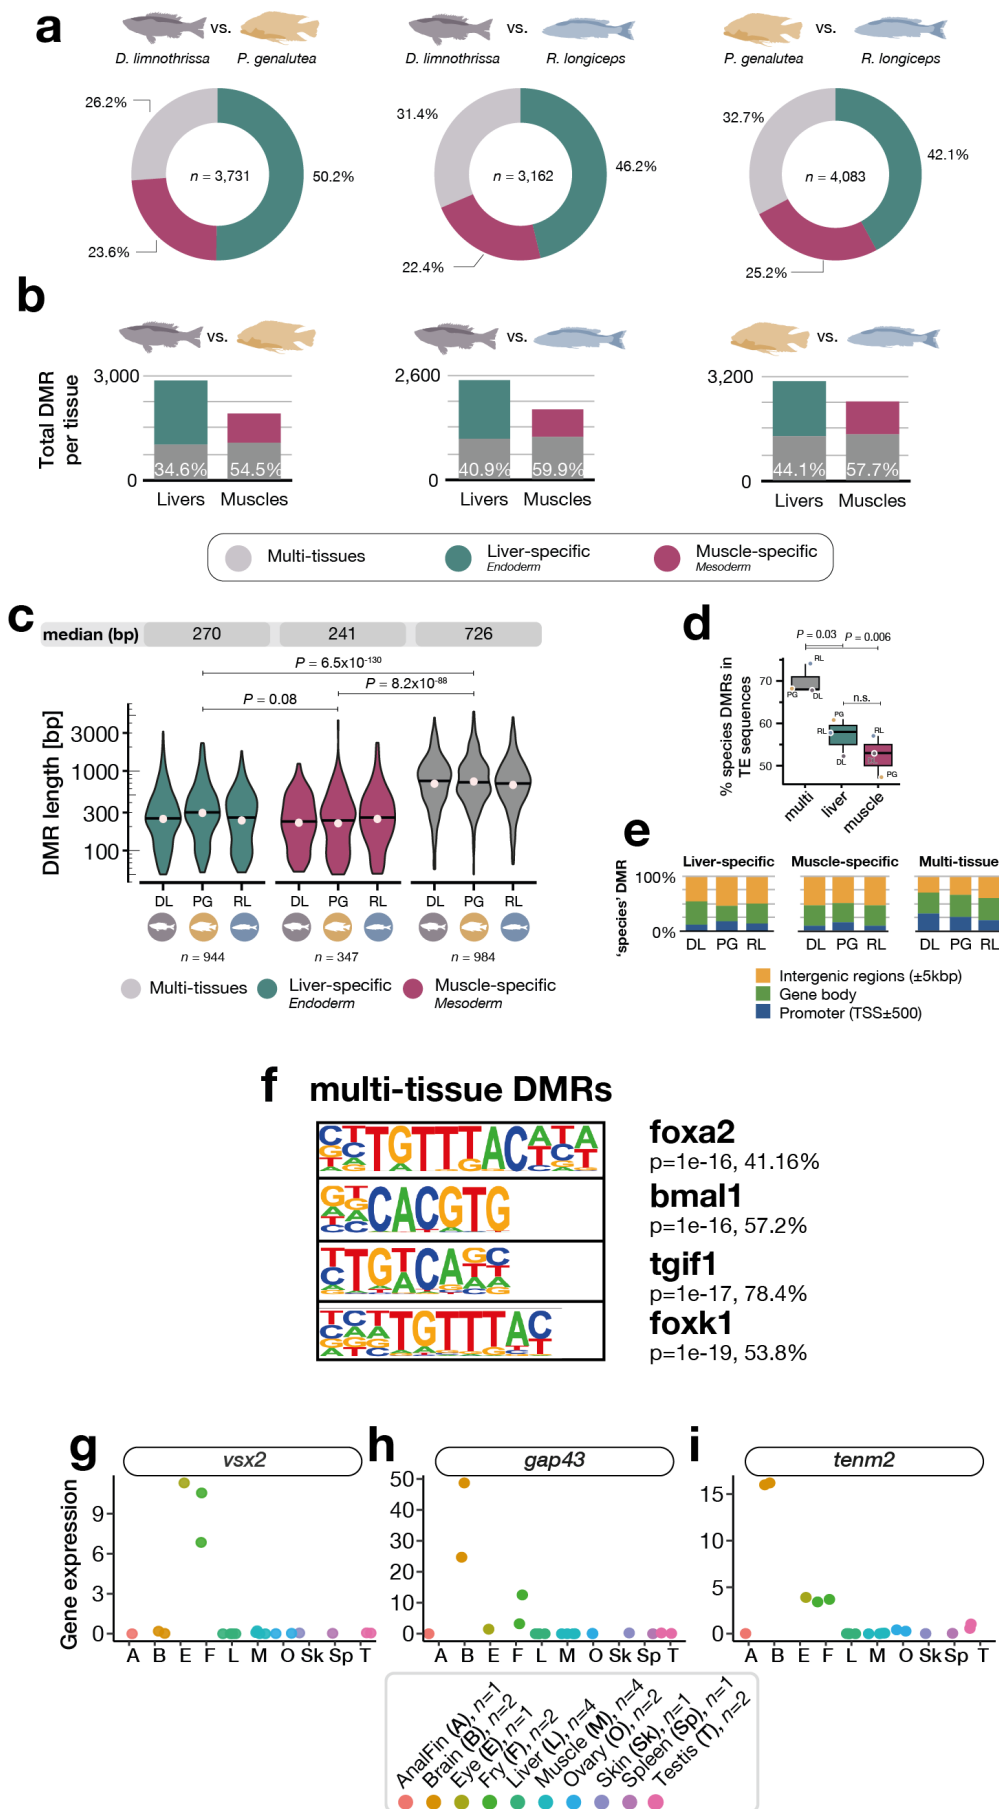

**Supplementary Figure 11. Tissue-specificity of between-species DMRs.** **a.** Pie charts summarising the type of DMRs found in each of the three pairwise species comparisons (% total). **b.** Bar plots summarising the absolute number of DMRs found between muscles (left) and livers (right) in each species pairwise comparison. Highlighted in grey are the DMRs found in both liver and muscle tissues (multi-tissue DMRs) within each tissue

(percentage given within plot). DL in grey, PG in golden, RL in blue. DMRs with >25% overall methylation difference,  $P < 0.05$ . **c.** Violin plots showing the length in bp of DMRs associated with one respective species (compared to the others) for each category (liver only, muscle only and multi-tissues) found in *D. limnothrissa* (grey), *P. genalutea* (golden), *R. longiceps* (blue). x-axis, logarithmic scale. Median values of DMR length [bp] are given for each category (liver, muscle and multi DMRs) above the violin plots. Two-sided  $P$  values for Kruskal-Wallis tests corrected for multiple testing (Dunn's test, Bonferroni method) given for each comparison;  $P = 0.29$  for muscle vs liver (n.s,  $P = 0.08$ ). White circles and black lines represent mean and median values, respectively. DMR counts for each DMR category are given below the graph ( $n$ ). Black lines represent median values, dots indicate mean values. **d.** Boxplots of the percentage of species-specific DMRs (over total species-specific DMRs) found in transposable elements (TE) for each DMR class.  $P$  values for ANOVA with Tukey's multiple comparison compared to multiDMRs are given above graphs (multi vs liver,  $P = 0.03$ ; multi vs muscle,  $P = 0.006$ ; muscle vs liver,  $P = 0.6$  [n.s]). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). **e.** Histograms of the proportion (in %) of species-specific DMRs for each genomic region (intergenic regions, gene body and promoters), for each DMR category (liver-, muscle-specific and multi-tissue). **f.** Multi-tissue DMRs found among the methylomes of the three cichlid species show significant enrichment for binding motifs (HOMER) for TFs with functions during liver development and embryogenesis. **g.-i.** Gene expression values for selected genes with multi-tissue DMRs (see Fig. 4e-g) in different tissues in *A. calliptera* sp. Itupi ( $n$  indicate biological replicates for each tissues). For WGBS dataset (average mCG/CG levels per tissue per species):  $n = 2$  biological replicates for muscle RL, DL, PG and liver RL;  $n = 3$  biological replicates for liver DL and PG.

## Supplementary Notes

### Bisulfite conversion and WGBS read mapping

Bisulfite conversion was on average high ( $99.3 \pm 0.4\%$ , mean  $\pm$  sd; Supplementary Fig. 2d and Supplementary Data 1). On average, using SNP-corrected genomes based on MZ\_UMD2a reference genome assembly,  $57.5 \pm 2.9\%$  (mean  $\pm$  sd) of all sequenced reads were mapped uniquely ( $163.4 \pm 29.8$  million unique mapped paired-end reads, mean  $\pm$  sd; see Supplementary Data 1).

### CpG islands in Lake Malawi cichlid genome

Similar to other teleost fishes and, to a certain extent, mammals, the genome of *Maylandia zebra* is also highly CpG deprived overall (0.35 O/E CpG ratio; Supplementary Fig. 5a-b), yet features almost 66,000 CpG-rich regions (1.14 O/E CpG ratio; Supplementary Fig. 5c). These regions, typically 250bp in length (Supplementary Fig. 5c), display an overall strong binomial distribution of DNAm levels (Fig. 1d, Supplementary Fig. 5f). However, unlike mammals, only ~25% of cichlid promoters feature CGIs, which are almost exclusively unmethylated (Fig. 1d and Supplementary Fig. 5d, g). The majority of CGIs in cichlids lie outside promoter regions and are called 'orphan CGIs' (Fig. 1d and Supplementary Fig. 5d-f). The methylation level at all predicted CGIs is not correlated with CG content at CGIs (Supplementary Fig. 5h, i).

## Supplementary Tables

|                                           | WGBS  |        | RNAseq |        |
|-------------------------------------------|-------|--------|--------|--------|
|                                           | liver | muscle | liver  | muscle |
| <i>Aulonocara stuartgranti</i>            | 2*    | 0      | 0      | 0      |
| <i>Maylandia zebra</i>                    | 3     | 0      | 3      | 3      |
| <i>Rhamphochromis longiceps</i>           | 2     | 2      | 3      | 3      |
| <i>Petrotilapia genalutea</i>             | 3     | 2      | 3      | 3      |
| <i>Diplotaxodon limnothrissa</i>          | 3     | 2      | 3      | 3      |
| <i>Astatotilapia calliptera</i> sp. Mbaka | 2     | 0      | 0      | 0      |

**Supplementary Table 1.** Sample size for all Lake Malawi cichlid species part of this study. Only adult male specimens in full nuptial body colouration. \* denotes that one specimen was female.

|                  |               | <i>M. zebra</i> | <i>R. longiceps</i> |
|------------------|---------------|-----------------|---------------------|
| <b>Promoter</b>  | <b>liver</b>  | -0.36           | -0.38               |
|                  | <b>muscle</b> | n/a             | -0.42               |
| <b>Gene body</b> | <b>liver</b>  | 0.02            | 0.12                |
|                  | <b>muscle</b> | n/a             | 0.2                 |

**Supplementary Table 2.** Spearman's rank correlation scores (rho) between DNA methylation levels in promoter regions (TSS  $\pm$  500bp) and gene bodies (starting 500bp downstream TSS) and gene expression activity in both liver and muscle tissues for the two most phenotypically divergent Lake Malawi cichlid species of this study, namely *Maylandia zebra* and *Rhamphochromis longiceps*.  $n = 3$  for MZ liver,  $n = 2$  otherwise.  $P$  values < 0.002 for all Spearman's rank correlation tests.

# Supplementary material for: Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes
**Source:** Nat Commun. 2021 Oct 7;12:5870. doi: 10.1038/s41467-021-26166-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary File

# Description of Additional Supplementary Files

## **File name:** Supplementary Data 1

### **Description:**

One excel file containing two spreadsheets summarising the sequencing sample IDs as well as the sequencing and mapping-related results for all WGBS (spreadsheet 1) and RNAseq (spreadsheet 2) samples. Mean and standard deviation (sd) values for each column are given at the bottom of each spreadsheet.

#### **Spreadsheet 1 (WGBS) - column information:**

ID: sample ID (short)

ID\_Cam: internal sample ID

HiSeq lane: fraction of one HiSeq 2500/4000 flow cell lane used for each sample. <1 means multiplexing.

HiSeq: Illumina sequencer used

Species: full species name

Eco group: Ecomorphological group of each sample.

Sex: sample sex

Type: wild-caught or tank-reared sample

Info: additional information (related to fishing method and GPS coordinates of fishing location)

Tissue: tissue used to extract DNA (either liver or muscle)

HiSeq ID: full HiSeq ID for each sample (refer to GEO ID); some samples have been sequenced more than once (multiple sequencing files).

n\_PRead\_processed: number of paired-end sequencing reads generated for each sample.

p\_bisulfite\_conv.: bisulfite conversion rate (in percentage; calculated using unmethylated spiked-in lambda DNA; see Methods).

n\_uniquePE\_Mapped: unique best mapping rate of paired-end reads (% total reads; 0 mismatch allowed; aligned to SNP-corrected MZ genomes using Bismark and after TrimGalore filtering [see Methods]).

n\_non-clonal\_reads: read count of non-PCR duplicate reads.

NonClonalReads\_left%: percentage of non PCR duplicate reads (usable reads).

#### **Spreadsheet 2 (RNAseq) - column information:**

ID\_Cam: full sample ID (refers to GEO ID).

ID: internal short IDs.

Extraction: type of RNA extraction (total RNA for all)

Library: library type (ribosomal RNA depletion [RiboZero] for all)

Species names: full species name

tissue: tissues utilised to extract total RNA

Sex: sample sex

Diet: species diet

Habitat: species habitat

Location : Lake Malawi/Victoria cichlid species

Specimen\_size: size of the species analysed.

n\_processed: total count of paired-end sequencing reads generated.

n\_pseudoaligned: number of reads pseudoaligned (using kallisto)

n\_unique: number of uniquely aligned reads (using kallisto)

unmapped: number of unmapped reads (kallisto)

p\_pseudoaligned: percentage of pseudoaligned reads (kallisto)

p\_unique: percentage of uniquely aligned reads (kallisto)

# Supplementary material for: Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes
**Source:** Nat Commun. 2021 Oct 7;12:5870. doi: 10.1038/s41467-021-26166-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used to collect data.

Data analysis TrimGalore v.0.6.2, bismark v.0.20.0, lastz v1.02, kallisto v0.46.0, samtools v1.9, bedtools v2.27.1, R v.3.6.2 (R packages: DSS v.2.32.0, pheatmap v1.0.12, ggplot2 v.3.3.0, tidyverse v1.3.0, FSA v0.8.25, sleuth v0.30.0, deepTools v3.2.1, phangorn v2.5.5), IGV v2.5.2, RepeatMasker v4.0.9.p2, RepeatModeler v1.0.11, makeCGI (v1.3.4), g:Profiler (version: e100\_eg47\_p14\_7733820), UCSC liftOver tool (which includes scripts: axtChain and liftOver; kent source version 418), evo getWGSeq script from <https://github.com/millanek/evo>; v.0.1 r24, commit99d5b22.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw sequencing reads (SNP-corrected genomes, WGBS and RNAseq) have been deposited (GEO accession GSE158514; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158514>). Sample ID numbers are listed in Supplementary Table 1. In addition, variant call files for all species of this study (for SNP-corrected genomes and pairwise whole genome sequence divergence), as well as RNAseq for *A. calliptera* tis-sues were downloaded from NCBI Short Read Archive BioProjects PRJEB1254 (<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJEB1254>) and PRJEB15289 (<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJEB15289>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | This study aimed at generating high-coverage whole-genome bisulfite sequencing and total RNA sequencing of both liver and muscle tissues from male, wild-caught Lake Malawi cichlid species in order to study the epigenetic divergence in a massive vertebrate radiation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Research sample                   | <p>In total, we selected 6 different Lake Malawi cichlid species in order to assess transcriptome and methylome variation across 5 of the 7 eco-morphological groups observed in Lake Malawi cichlid radiation in our study. We also selected one Lake Victoria species as an outgroup (for transcriptome analysis).</p> <p>The species selected were the following (in brackets are the distinct eco-morphological groups/populations each species belong to): Maylandia zebra (Mbuna group, 2-3 biological replicates for liver and muscle tissues [both RNAseq and WGBS]), Petrotilapia genalutea (Mbuna group, 2-3 biological replicates for liver and muscle tissues [both RNAseq and WGBS]), Rhamphochromis longiceps (Rhamphochromis group, 2 biological replicates for liver and muscle tissues [both RNAseq and WGBS]), Diplotaxodon limnothrissa (Diplotaxodon group, 2-3 biological replicates for liver and muscle tissues [both RNAseq and WGBS]), Aulonocara stuartgranti sp. Usisya (Deep benthic group, 2-3 biological replicates for liver and muscle tissues [WGBS only]), Astatotilapia calliptera sp. Itupi (Calliptera group, 2-3 biological replicates for liver and muscle tissues [both RNAseq and WGBS]), Pundamilia nyreirei (Lake Victoria outgroup, 3 biological replicates for liver [RNAseq only]).</p> <p>All fish were size-matched wild caught male specimens displaying full nuptial colorations (when males) and collected by collaborators and bought dead from fishermen. One female sample was analysed in the case of A.stuartgranti.</p> |
| Sampling strategy                 | The main strategy was to select 2-3 biological replicates for each tissues of each Lake Malawi cichlid species spanning most of the eco-morphological groups featured in Lake Malawi cichlid radiation. No statistical method was used to define sample size - sample sizes were based on literature (2-3 biological replicates for WGBS and RNAseq analyses). Within-species variation for all analyses and statistical procedures was taken into account. All fish were size-matched wild caught male specimens displaying full nuptial colorations (when males) and collected by collaborators and bought dead from fishermen. One female sample was analysed in the case of A.stuartgranti.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data collection                   | Fish were collected, identified (photographs) and registered in an excel sheet (see Supplementary Data 1) by GFT, MJG, MM, HS, MG, AMT. DNA extraction and WGBS library preparation were performed by GV. RNA extraction was performed by MD. Illumina HiSeq sequencing was performed by the sequencing facility at CRUK, Cambridge UK (WGBS) and by the sequencing facility of the Wellcome Sanger Institute (RNAseq). All sequencing data was analyzed by GV. SNP-corrected genomes were generated by MM.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Timing and spatial scale          | Liver and muscle tissues for all Malawi Cichlid fish were dissected from wild dead fish by G. F. Turner, M. Malinsky, H. Svardal, A. M. Tyers, M. Mulumpwa and M. Du over the course of one field trip in 2016 (5 days in Feb 2016) in Malawi in collaboration with the Fisheries Research Unit of the Government of Malawi). The strategy was to collect all the samples at the same time. In the case of A.calliptera, tissues were collected in Feb 2015 (1 day; at the same time) in Tanzania by GFT and AMT in collaboration with the Tanzania Fisheries Research Institute (various collaborative projects). Upon collection, tissues were immediately placed in RNAlater (Sigma), and were then stored at -80°C upon return to the UK.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data exclusions                   | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reproducibility                   | All attempts (4 attempts) to reproduce the results using raw sequencing data independently were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization                     | Species were selected based on their respective eco-morphological traits (using published literature). Randomization was not appropriate.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding                          | All analyses pertaining to genome-wide methylome and transcriptome differences (including hierarchical clustering, principal component analysis) were performed in an unbiased, blind approach (Name species were not known) - this allowed us to identify potential outliers or false species/tissues identification (none were seen). For other analysis (DMR, DEG), investigators were aware of the species/groups identity (group/species/tissues allocation done based on species identification using photographs and unbiased clustering of RNAseq and WGBS data variation) in order to identify differentially expressed genes and differentially methylated regions between groups (species allocation had to be performed for those analyses) - biological replicates were used and within-species variation was taken into account for such analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Did the study involve field work? | <input type="checkbox"/> Yes <input checked="" type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study did not involve laboratory animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Wild animals            | All Malawi cichlid fish were bought dead from local fishermen by G. F. Turner, M. Malinsky, H. Svardal, A. M. Tyers, M. Mulumpwa and M. Du in 2016 in Malawi in collaboration with the Fisheries Research Unit of the Government of Malawi, or in 2015 in Tanzania in collaboration with the Tanzania Fisheries Research Institute (various collaborative projects). Upon collection, tissues were immediately placed in RNAlater (Sigma), and were then stored at -80°C upon return. The species, sex and location of each sample are provided in SUPP Table 1. |
| Field-collected samples | No laboratory work with live animals was performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | Sampling collection and shipping were approved by permits issued to GF Turner, MJ Genner R Durbin, EA Miska by the Fisheries Research Unit of the Government of Malawi (various collaborative projects) and the Tanzania Fisheries Research Institute.                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

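RNA-seq and whole-genome bisulfite sequencing of wild-caught cichlids were analysed here from tables and lists that the authors deposited. The expression tables cover livers of 3 DL, 3 MZ, 3 PG and 2 RL and muscles of 3 fish of each of these 4 species. The lists of differentially methylated regions (DMRs) come from 15 livers of 6 species and 6 muscles of DL, PG and RL.

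For RNA-seq, the authors trimmed the reads, assigned them to the M. zebra UMD2a transcriptome with kallisto whatever the species of the fish, summed transcripts to genes and deposited TPM values (transcripts scaled to the same total in every library) for each gene and library, with no filter on genes. The paper's text does not name the tool used for the sum. Each of the 2 tables lists the same 29676 genes. Between 6595498 and 9737257 reads per library were assigned. TPM keeps no read counts, so no model for counts was used, the precision of low values is unknown, and a gene at 0 is described as listed at 0 TPM. The authors' deposited means per species were not used.

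For bisulfite sequencing, the authors mapped reads to UMD2a genomes corrected for the variants of each species, called regions between groups of replicates and deposited 4 lists of positions. The starts in these lists were read as counted from 0. The lists carry no methylation level, coverage, number of CG sites, direction or pair of species. They were therefore described by number, length, position and overlap, and no replicate of a list exists.

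Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a variance trend on mean expression. Genes with at least 1 TPM in at least 2 libraries of a fit were tested, which left 16613 in liver, 18101 in muscle and 20549 over both tissues. All libraries of a tissue entered one fit with the species as the only term, and the 6 pairs of species were contrasts of it. Liver and muscle were compared within species in one fit of all 23 libraries. The same fit tested, as an interaction, whether the difference between a pair of species differs between the tissues. Adjustment by Benjamini-Hochberg was done within each contrast, genes with an adjusted p under 0.01 were counted, and a gene called in several contrasts was counted once. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM.

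Liver and muscle of the same fish were taken from the same animal, as the sample numbers of the study show. Deviations from the group means of liver and muscle correlated between 0.0920 and 0.160 in the 11 fish with both tissues in the tables (median 0.124), with 10 of them above 0.1, and between -0.131 and 0.0331 in 22 pairs of different fish of a species. The fish was used as a block in an alternative fit of both tissues.

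Transcriptomes were compared with Spearman's correlation over all 29676 genes, and the clustering by species was tested with an exact permutation test over the possible groupings of the libraries. Lengths of DMRs were compared with 2-sided permutation tests of the difference of medians with 100000 resamples, and the interval of the median comes from a bootstrap with 1000 draws. Overlaps of at least 1 bp were found with bedtools 2.31.1 and set beside 100 random shifts along the placed sequences. Liver regions were shifted, or muscle regions where these were set against regions between tissues. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

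Genes named in the text are those that the paper names by their expression or their DMR, apart from 1 that is not reported here, and the 2 genes that rose most and the 2 that fell most between DL and PG livers, among genes called in this pair whose replicates do not overlap and whose higher species has a mean of at least 10 TPM. All 1396 genes called in this pair had replicates that do not overlap, as had 42.9% of the genes tested, where chance gives 10%; 787 of the called genes also had the mean of 10 TPM. gapdh was added after its values were seen. Gene symbols and identifiers are those of the tables, and no gene was named from another assembly.

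The fits were tested on simulated data, made from the means and the spread of the real libraries with 200 genes changed by 3 on the log2 scale between DL and PG, or between the tissues of DL. In liver 72% of the changed genes were called with 2 false calls among 16613 genes, and in muscle 87% with 1 false call among 18101. Between tissues 88.5% were called, or 79.5% with the fish as a block, each with 4 false calls among 20549 genes. The interaction called 70.5%, or 50% with the fish as a block. The changed genes all had a mean above 2 on the log2(TPM + 1) scale. Noise was independent between libraries, with no shift in scaling and no deviation shared by the tissues of a fish. These rates therefore need not hold for the real libraries, nor does the comparison with the fish as a block.

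The alternatives tried were pseudocounts of 0.1 and 0.5, no filter on low values, a mean of at least 5 TPM, an adjusted p under 0.05, a difference of at least 50 TPM, a fit of each pair of species alone, no variance trend, quantile normalization, a replicate block, and leaving out each replicate in turn. For clustering, silent genes and DMRs they were other correlations and sets of genes, a limit of 0.1 TPM, other choices of 2 replicates, merging of overlapping regions and an overlap of at least 50% of the shorter region.

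Left out were PN, the third RL liver, methylation levels, and tests of DMRs against genes, promoters or transposable elements, since no annotation of UMD2a was used here. Regions are given at a named gene where they lie at the position that Fig. 3 or Fig. 4 of the paper shows for it, read by eye. An annotation of D. limnothrissa was used only to look up gene symbols.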

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

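The tests of depth for prf1-like, tstd1-like and gapdh, those of transcripts that do not match the reference for prf1-like and tstd1-like, and the alternatives for the difference between tissues were chosen after the results were seen.

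A difference between groups was found for 1951 of the 20549 genes tested over the 23 libraries: the difference between at least 1 pair of species was not the same in liver and in muscle (interaction in limma, adjusted p under 0.01). There were 1006 such genes for DL and PG, 950 for PG and RL, 650 for DL and MZ, 615 for MZ and RL, 282 for MZ and PG and 128 for DL and RL. Moving the species among the 11 fish with both tissues in the tables, each fish keeping its liver and muscle, gave as many genes in 1 of 100 splits, the real one, and at most 97 in the others, which argues against the grouping of the fish by chance. With the fish as a block, which pairs its liver and muscle, the number was 1162, and without each replicate in turn it was between 1512 and 1986. Since TPM is relative to the total of a library, a few abundant genes that differ between tissues shift all others, and this was not tested for the interaction. Divergence of the species that differs between tissues stays open as a biological explanation and was not tested.

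For prf1-like, the difference between species in liver exceeded that in muscle by -9.10 (DL against MZ, adjusted p = 2.13e-07), -9.86 (DL against PG, 7.48e-08) and -7.81 (DL against RL, 5.47e-06) on the log2 scale, and was past 0.01 with the fish as a block, with a pseudocount of 0.1, among genes with a mean of at least 5 TPM and without each replicate, except that DL against RL was not tested without RL liver replicate 2 or RL liver replicate 3, which leave 1 RL liver. Lower depth in DL was argued against, since the RL livers, with fewer assigned reads than each DL liver, had at least 669.93 TPM where no DL liver exceeded 11.2 TPM. A DL transcript whose sequence differs from that of M. zebra might be missed in DL. This cannot be told apart from low transcription, because the muscles, with at most 0.789 TPM in the other species and from 0.191 to 0.508 TPM in DL, lie too near 0 to show how well DL reads match this gene, and the 11.2 TPM of DL liver replicate 3 are those of a single library. A lower level of the transcript in DL livers stays open as well.

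For tstd1-like, the same difference was 6.75 (DL against MZ, adjusted p = 3.76e-10), 6.96 (DL against PG, 2.14e-10) and 6.75 (DL against RL, 5.45e-10), sizes that depend on the pseudocount because the other livers are listed at 0 TPM. It was past 0.01 under the same alternatives and without each replicate, again with no test of DL against RL where 1 RL liver is left. Depth was argued against by 6 livers of other species that had more assigned reads than each DL liver and were listed at 0 TPM. For M. zebra livers, transcripts that do not match the reference were argued against by their highest value, 0 TPM, since M. zebra itself is the reference. In PG and RL livers a transcript of another sequence might be missed, and this was not tested. With both technical explanations argued against for M. zebra livers, transcription of tstd1-like in DL but not in M. zebra livers may be biological. This is a hypothesis found and tested on the same libraries. For PG and RL livers the mismatch stays open. Reads of another gene matched to tstd1-like in DL were not tested.

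For cbr1-like, hnf4a and srd5a1 the difference between tissues was nearer to the threshold. For cbr1-like (LOC101465189) it was -3.59 (DL against MZ, adjusted p = 0.00773), 5.33 (MZ against RL, 4.77e-04) and 3.52 (PG against RL, 0.00977). With the fish as a block the adjusted p of the first and the last were 0.0207 and 0.0394, and with a pseudocount of 0.1 those of all 3 were 0.257, 0.0148 and 0.0500. Of 23 fits without 1 replicate, 13 lost the first, with adjusted p up to 0.0209 without MZ muscle replicate 2, and of the 21 that leave 2 RL livers, 18 lost the last, with adjusted p up to 0.0257 without RL muscle replicate 1. For hnf4a it was 1.94 between DL and MZ (adjusted p = 0.00313), which was not tested under the alternatives. For this gene it was also 2.65 (DL against PG, adjusted p = 1.24e-04) and -1.87 (PG against RL, 0.00503). The latter was not called with the fish as a block (adjusted p = 0.0175), with a pseudocount of 0.1 (0.0142) or in 5 fits without 1 replicate, with adjusted p up to 0.0148 without PG liver replicate 1, and its size was -2.38 without RL liver replicate 2 and -1.36 without RL liver replicate 3. For srd5a1 it was 2.91 (DL against MZ, adjusted p = 0.00330) and 2.46 (DL against PG, 0.00784). The latter was not called with the fish as a block (adjusted p = 0.0145), with a pseudocount of 0.1 (0.0155) or in 12 fits without 1 replicate, and the former was not called without MZ liver replicate 2 (0.0101), DL muscle replicate 2 (0.0105) or MZ muscle replicate 1 (0.0104). No muscle exceeded 0.984 TPM for cbr1-like or 1.04 TPM for hnf4a. For these genes the difference between tissues therefore follows largely from that between livers. For hnf4a the log2 fold change in livers was 2.13 (DL against PG) and -1.49 (PG against RL, not called, adjusted p = 0.0312). The rest comes from muscle values near 0 TPM. DL livers, with 7500961 to 7762858 assigned reads, had more hnf4a than PG livers, with 8266690 to 8879401. No other technical explanation was tested for these 3 genes, and differences between the species by tissue stay open.

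For 3 genes without a symbol, which were picked by rule from DL and PG livers, the difference between tissues was -8.16 (LOC112436627, adjusted p = 6.37e-06), 9.58 (LOC101466248, 0.00132) and 8.59 (LOC101485633, 1.83e-07) between DL and PG, and was past 0.01 under the alternatives tried for prf1-like and without each replicate. LOC112436627 was listed at 0 TPM in all DL and RL livers, and had 210 ± 141 TPM in MZ livers (SD, n = 3), with values from 61.2 to 341 TPM. The other 2 had the opposite pattern in part, with 305 ± 45.7 TPM of LOC101466248 and 541 and 2815 TPM of LOC101485633 in RL livers (n = 2), against at most 0.670 TPM of LOC101485633 in MZ livers. LOC101466248 had 52.8 ± 85.5 TPM in MZ livers (SD, n = 3), with values from 0.925 to 151 TPM. In muscle, none of the 3 exceeded 13.3 TPM. For LOC112436627, transcripts of DL and RL that differ in sequence from the M. zebra reference were not tested. For LOC101485633 the reference species itself was near 0, which such a mismatch does not give. No biological explanation was tested.

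gapdh was singled out after its values were seen. Its difference between RL and MZ or PG was larger in muscle than in liver: liver less muscle was 4.71 for MZ against RL (adjusted p = 0.00121) and 5.05 for PG against RL (4.85e-04). The former was not called with the fish as a block (adjusted p = 0.0152), and both were called in the 21 fits without 1 replicate that leave 2 RL livers. RL muscles had 66597 ± 15261 TPM, DL muscles 24885 ± 9788, MZ muscles 2464 ± 2506 and PG muscles 1175 ± 519 (SD, n = 3 each), which is 27.0 times as much in RL as in MZ and 56.7 times as much as in PG (log2 fold changes of MZ and PG against RL -5.25 and -5.92, adjusted p = 4.14e-04 and 1.12e-04). The MZ mean is set largely by MZ muscle replicate 1, with 5331 TPM, since the other MZ muscles had 1374 and 689 TPM. Without that muscle RL would exceed MZ by more. Depth was argued against, since the median of assigned reads in RL muscles was at most 1.13 times that of MZ or PG. Only 1 symbol in the tables starts with gapdh, so reads split between copies cannot be told apart from a lower level in MZ and PG where a copy is listed under another identifier. A mismatch with the reference would lower RL relative to MZ, and RL was higher. A difference between the species in muscle may underlie the values and was not tested.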

How the results depend on the processing

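Apart from the fits named next, the alternatives were set before the data were examined; those for the difference between tissues (the interaction) and the leaving out of replicates in the clustering were chosen after the data were seen.

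With every library kept, 195 values of counts, clustering, silent genes and DMRs were recomputed, and 137 lay within 1.5 times the reported value, within its spread or, for clustering, on the same side of the permutation test. These include all values with a pseudocount of 0.5, without the variance trend, for merged DMRs, for the overlap of at least 50% of the shorter DMR and for silent genes. The clustering by species rose from 0.0567 to 0.140 in livers and from 0.0460 to 0.0976 in muscles over genes with at least 1 TPM in at least 2 libraries, and trees divided into 4 groups still gave the species. The 58 others follow by setting, and the cause was not tested except where the setting itself gives it.

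An adjusted p under 0.05, which by construction calls more genes, gave 5539 genes in livers: 2682 between DL and MZ, 3665 between DL and PG, 322 between DL and RL, 961 between MZ and PG, 888 between MZ and RL and 2345 between PG and RL. In muscles it gave 7131: 1987, 4488, 375, 813, 2652 and 4563 in the same order of pairs. A difference of at least 50 TPM between the means of any pair of species, which only removes genes, left 410 in livers. By pair the counts were 162, 255, 50, 77, 113 and 196 in that order, where the difference may lie in another pair. Among genes with a mean of at least 5 TPM, where fewer genes are tested, 1261 were called in livers, with 453 between DL and MZ, 844 between DL and PG and 74 between DL and RL. In muscles 399 were called between DL and MZ and 45 between DL and RL. Between tissues this setting gave 5718, with 4009 in DL, 4393 in MZ, 3876 in PG and 3941 in RL, and the interaction gave 1226.

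Without a filter on low values, 1233 genes were called in livers: 452 between DL and MZ, 875 between DL and PG, 111 between MZ and PG and 378 between PG and RL. Each pair of species fitted alone, which leaves fewer libraries for the spread, gave 421 liver genes between DL and MZ, 59 between DL and RL and 341 between PG and RL. In muscles the pairs fitted alone gave 2061 in all, with 260 between DL and MZ, 1019 between DL and PG, 47 between DL and RL, 28 between MZ and PG and 1210 between PG and RL. A pseudocount of 0.1 gave 1157 genes in the interaction.

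Quantile normalization gave 3078 genes in livers, 1795 of them among the 1965 called without it, with 2116 between DL and PG, 353 between MZ and PG, 728 between MZ and RL and 1264 between PG and RL. In muscles it gave 389 between MZ and PG. Of the 3902 muscle genes it gave, 2988 were among the 3212 called without it.

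Samples of different species share only a replicate number. Deviations from the group means correlated between -0.0566 and 0.165 in 15 pairs of livers with the same number and between -0.118 and 0.0889 in 30 pairs with different numbers, and in muscles between -0.0978 and 0.0870 in 18 and between -0.136 and 0.157 in 36 pairs. With the replicate number as a block, 1783 genes were called in livers, 1542 of them among the 1965, and 2376 in muscles, 2312 of them among the 3212. In this fit 388 muscle genes were called between DL and MZ, 45 between DL and RL and 113 between MZ and PG. klf9 was called between PG and RL in livers with this block (adjusted p = 0.00775), out of a range from 0.00773 to 0.0383 over the alternatives. The fish as a block, a true pairing of liver and muscle, gave 10813 genes between tissues, 10170 of them among the 11076 called without it, and 1162 in the interaction, where it also lost the calls of cbr1-like (DL against MZ and PG against RL), hnf4a (PG against RL), srd5a1 (DL against PG) and gapdh (MZ against RL). It lost no other call among the 18 fold changes of liver less muscle followed for named genes.

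Without each replicate in turn, the liver count ranged from 1035 to 1955 over 9 fits: it was 1171 without DL replicate 3, 1139 without PG replicate 1 and 1035 without PG replicate 2. DL and MZ ranged from 262 to 618 (487 without DL replicate 2, 342 without DL replicate 3, 262 without MZ replicate 2). DL and PG ranged from 566 to 1478 (792 and 643 without DL replicates 2 and 3, and 649, 566 and 820 without PG replicates 1, 2 and 3). DL and RL ranged from 90 to 133. MZ and PG ranged from 113 to 226 (124 and 134 without MZ replicates 1 and 2, and 147 and 113 without PG replicates 1 and 2). MZ and RL ranged from 183 to 333 (183 and 203 without MZ replicates 2 and 3). PG and RL ranged from 293 to 730 (318, 293 and 366 without PG replicates 1, 2 and 3). Fewer libraries give fewer calls by construction, but without MZ replicate 1 the count of DL and PG rose to 1478.

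In muscles the count ranged from 2067 to 2877 over 12 fits, with 2067 without PG replicate 3. DL and MZ ranged from 203 to 587 (351, 349 and 203 without DL replicates 1, 2 and 3, and 274 and 248 without MZ replicates 2 and 3). DL and PG ranged from 819 to 1987 (1188, 1203 and 819 without DL replicates 1, 2 and 3, and 959 without PG replicate 3). DL and RL ranged from 34 to 91 (55 and 45 without DL replicates 1 and 3, and 34 without RL replicate 2 or RL replicate 3). MZ and PG ranged from 77 to 290 (79 and 92 without MZ replicates 1 and 2, and 85 and 77 without PG replicates 1 and 3). MZ and RL ranged from 496 to 1086 (600 and 496 without MZ replicates 2 and 3, and 622, 658 and 570 without RL replicates 1, 2 and 3). PG and RL ranged from 1130 to 1992 (1130 without PG replicate 3, and 1403 and 1275 without RL replicates 2 and 3). Between tissues the count ranged from 10460 to 11395 over 21 fits, with 6154 to 7315 in DL, 6115 to 7429 in MZ, 5235 to 6678 in PG and 5366 to 6410 in RL, and the interaction ranged from 1512 to 1986. The clustering by species ranged from 0.0554 to 0.0601 in livers and from 0.0437 to 0.0482 in muscles.

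None of the 28 log2 fold changes between species or the 18 of liver less muscle followed for named genes changed direction. For foxk1 and foxa2 only the calls were followed, and tenm2 was not followed. With every library kept, 248 of the 270 values of the 28 fold changes between species kept their side of the threshold, 6 fell short of it and 16 newly passed it. Without each replicate in turn, 292 of 311 kept it or, with no test, moved by less than their spread, 8 fell short, 7 newly passed, and 4 values with no test, of hnf4a and mnt between PG and RL, moved by more than their spread. For the 18 fold changes of liver less muscle, 42 of 52 values kept their side and 10 fell short with every library kept; without each replicate in turn, 361 of 414 kept it or, with no test, moved by less than their spread, 51 fell short and 2 moved.

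Without RL replicate 2 or RL replicate 3, 1 RL liver is left, so no call was made for the pairs with RL or for counts that include them. Not run were the fit with all 3 RL livers, since the table holds 2, and the outgroup PN, which was not used here. A difference in methylation of at least 50%, at least 10 CG sites and the same direction of DMRs in both tissues were not run, because the lists give none of these. Promoters, gene bodies, the overlap of DMRs with differentially expressed genes, the direction of methylation and expression, and cytochrome P450 genes were not run, because no annotation of UMD2a was used here. Depth limits 2 results: muscle methylomes were less deep than liver methylomes, so fewer DMRs in muscle cannot be told apart from lower coverage, and TPM without read counts leaves the precision of genes near 0 TPM unknown.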

Differences from the paper's values

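Leaving out single livers from the ratio of mean TPM of cbr1-like was chosen after the values were seen. The count of silent genes over all 3 RL muscles was not among the alternatives set before the data were examined. No further test in this part was chosen after the values were seen.

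Of the livers, the paper reports 3,437 differentially expressed genes from Wald tests, and 1965 were called here with limma on log2(TPM + 1). Of the alternatives set before the data were examined, quantile normalization brought the number within 1.5 times the paper's, at 3078, and the others did not.

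The paper's Fig. S9a shows the numbers for each pair of species, read here by eye. Between DL and PG livers it shows about 2100 genes against 1396 here, and quantile normalization (2116) and the fit without MZ replicate 1 (1478) came within 1.5 times. Between PG and RL livers it shows about 1200 against 673, and between DL and MZ livers about 1200 against 758; quantile normalization alone came within 1.5 times in both. For livers of MZ and PG it shows about 900 against 228, which only an adjusted p under 0.05 (961) brought near, and for MZ and RL about 900 against 310, where an adjusted p under 0.05 (888) and quantile normalization (728) did. In muscle, Fig. S9a shows about 1300 genes between DL and MZ against 615, and no alternative came within 1.5 times. It shows about 600 between MZ and PG muscles against 205 and about 300 between DL and RL muscles against 88, and in both only an adjusted p under 0.05 came within 1.5 times (813 and 375). Between the tissues of RL it shows about 3700 against 6240, and a mean of at least 5 TPM (3941) and the fits without RL muscle replicate 2 or RL muscle replicate 3 came within 1.5 times.

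As silent genes in RL muscle the paper reports 4,622, and 7364 were at 0 TPM in the muscles of RL 2 and RL 3 here. None of the alternatives set before the data were examined closed the gap. Over all 3 RL muscles of the table the number was 6430, within 1.5 times the paper's. The paper's categories for RL muscle add up to fewer genes than the 29676 listed here. The counts therefore start from unlike sets of genes, and the number of replicates alone cannot be said to explain the gap.

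The paper gives 5,000 bp as the upper end of DMR lengths, and the longest region in the lists measured 9505 bp. No alternative applied to this length.

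For cbr1-like, the paper gives up to 60 times higher expression in livers of MZ and PG than of RL and DL. Mean TPM in PG livers was 55.0 times that in RL livers. Mean TPM in MZ livers was 173 times that in RL livers, and on the TPM + 1 scale the ratio was 40.6, within 1.5 times the paper's. The ratio of mean TPM rests on RL livers at 0 and 0.584 TPM. Without RL replicate 2, a ratio taken after the values were seen, it was 86.5, within 1.5 times the paper's, without RL replicate 3 it has no finite value, and without each MZ replicate it stayed further away.

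Some calls of named genes were not the same, where the paper used Wald tests and limma on log2(TPM + 1) was used here. For prf1-like, Fig. 3j marks a difference between MZ and RL livers, and here the adjusted p was 0.311, with no alternative that called it. For cbr1-like, the paper's text puts PG livers above those of RL and DL, while the legend of Fig. 3 gives q values for MZ alone. The adjusted p here was 0.0147 between PG and RL, which an adjusted p under 0.05, a mean of at least 5 TPM and the fits without DL replicate 1 or DL replicate 3 called, and 0.0526 between DL and PG, which no alternative called. For hnf4a, the paper's text and Supplementary Fig. 10e give a difference between PG and RL livers. The adjusted p here was 0.0312, and quantile normalization and an adjusted p under 0.05 called it. For klf9, Supplementary Fig. 10e marks PG livers against those of DL and of RL, with adjusted p of 0.0273 and 0.0183 here. Quantile normalization, an adjusted p under 0.05 and the fit without MZ replicate 1 called both, and the replicate block called the second. For mnt, Supplementary Fig. 10e marks DL against PG livers, where the adjusted p was 0.0528 here and no alternative called it.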

Other observations

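The tests of the direction of calls between DL and MZ, of the random placement of DMRs, of the numeric gene identifiers, of the richest unplaced sequences and of the richest window were chosen after the results were seen.

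Other groupings of the same libraries gave fewer differentially expressed genes than the species. In livers the real grouping was the 1 of 100 splits into groups of the same sizes that gave as many as 1965 genes, and the others gave at most 136. In muscles the real grouping was again 1 of 100, with at most 1689 genes in the others against 3212. For liver against muscle, exchanging the tissue labels within fish gave as many as 11076 genes in 1 of 100 splits out of 256, the real one, and at most 9275 in the others. Of 100 splits that leave the liver and muscle of 1 or more fish on the same side, none exceeded 1908 genes, with a median of 4.5.

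With 3 libraries against 3 there are 10 splits, so a share under 0.05 cannot be reached. In each of the 3 pairs of livers (DL and MZ, DL and PG, MZ and PG), the 6 pairs of muscles, and liver against muscle within DL, MZ and PG, 1 of 10 splits, the real one, gave as many genes, and the others at most 7. The grouping by chance cannot be told apart from a real difference by this count alone in a single pair.

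Of the liver genes called between DL and MZ, 73.7% were higher in DL. A candidate explanation is that a few genes take more of the TPM in MZ livers and lower the rest. The 10 genes with the highest mean took between 38.6% and 49.0% of the TPM in MZ livers and between 18.6% and 28.9% in DL livers. After quantile normalization 47.9% of the calls were higher in DL. This share cannot decide, since equal distributions in every library would also even out a real excess of genes higher in DL. Without MZ replicate 1, which has the 49.0%, 235 of 512 calls were higher in DL, although the other MZ livers still had at least 38.6%. The explanation therefore cannot be told apart from another property of this single liver, on which the direction rests. Reads of DL were matched to M. zebra transcripts, and a mismatch in sequence was not tested. A larger number of genes transcribed more in DL livers was not tested.

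In the tables, 625 of the 28425 genes above 0 TPM in at least 1 library have TPM identical to another gene in every library, in 136 sets. They include 6 of the 10 genes with the highest mean liver TPM, and 23 of the 1965 liver calls. The hypothesis that such copies inflate the number of differentially expressed genes was argued against, since 1949 calls were left with each set counted once.

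A further 12 gene identifiers in the tables are bare numbers. Read as days of a spreadsheet program, 12 of these 12 are the first of March or September. No symbol in the tables starts with march or sept, and 18 symbols in an annotation of D. limnothrissa do. These values fit the conversion of symbols into dates by a spreadsheet program, which may have merged or hidden a few genes.

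Long DMRs meet other regions more readily, which might by itself make DMRs found in both tissues longer. To test this, liver DMRs were selected by whether their midpoint lies in a muscle DMR, which does not depend on their own length. The 2016 liver DMRs selected had a median of 508 bp, 2.12 times the 240 bp of the others, and in muscle 2371 DMRs had a median of 407 bp, 2.16 times the 188 bp of the others. This argues against the explanation for the liver DMRs, although the length of the muscle DMR still enters.

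Chance placement was tested as an explanation of the overlap of liver and muscle DMRs. Random shifts left 0.420% of the liver DMRs overlapping on average, against 45.4% observed, which argues against it. The shifts moved all DMRs of a placed sequence by the same random distance, whatever the sequence at the new position. CG-rich stretches in which regions can be called at all would raise every overlap. DMRs between tissues met 216 liver DMRs against 109 on average in the shifts, and 223 muscle DMRs against 80.6. Muscle DMRs met 1976 liver DMRs against 18.3, which argues against such stretches as the whole explanation. A share of the overlap from them stays open.

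DMRs between species lay on unplaced sequences more often than DMRs between tissues: 28.0% of the liver DMRs of 6 species, 24.7% and 22.5% of the liver and muscle DMRs of DL, PG and RL, and 10.2% of the DMRs between tissues. The shares were 2.75, 2.42 and 2.21 times that of the DMRs between tissues. A few unplaced sequences with many DMRs were argued against, since without the 10 unplaced sequences that hold the most DMRs of each list between species, between 20.6% and 26.5% were left, at least 2.01 times the full share of the DMRs between tissues. Repeats on unplaced sequences, reads that map to several places and differences in sequence between species were not tested, and no biological explanation was tested.

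Among the 22 placed sequences, NC_036782.1 had the most liver DMRs of 6 species for its DMRs between tissues, with a ratio of 0.883. The next ratio was 0.454 and the median 0.371. On this sequence the ratio was 0.388 for the livers and 0.259 for the muscles of DL, PG and RL. A single window of 5 Mb was argued against as the whole explanation, since without the window with the highest ratio the sequence kept a ratio of 0.697 (95% interval 0.624 to 0.778), above the next sequence. The highest ratios of its 8 windows, 4.56 and 2.07, lie in the first 10 Mb, and a stretch longer than a window stays open. What sets the sequence apart was not tested, and repeats or variants between species stay open with a biological difference.

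foxk1 and foxa2, whose motifs the paper finds in DMRs of both tissues, were not called in any pair of species in liver, under any of the alternatives or in any fit without 1 replicate that tested the pair. The lowest adjusted p over the 6 pairs was 0.235 for foxk1 (DL against MZ, log2 fold change 0.83) and 0.560 for foxa2 (PG against RL, log2 fold change -0.54). foxk1 had 8.19 ± 4.41 TPM in DL, 4.24 ± 2.36 TPM in MZ and 4.81 ± 1.36 TPM in PG livers (SD, n = 3 each) and 5.17 and 11.7 TPM in the 2 RL livers. foxa2 had 8.08 ± 6.20, 7.74 ± 2.35 and 6.85 ± 1.63 TPM in the same species and 5.74 and 17.7 TPM in RL livers.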
